# Quantitative analysis of chromatin interaction changes upon a 4.3 Mb deletion at mouse 4E2

**DOI:** 10.1186/s12864-015-2137-5

**Published:** 2015-11-21

**Authors:** Cinthya J. Zepeda-Mendoza, Swagatam Mukhopadhyay, Emily S. Wong, Nathalie Harder, Erik Splinter, Elzo de Wit, Melanie A. Eckersley-Maslin, Thomas Ried, Roland Eils, Karl Rohr, Alea Mills, Wouter de Laat, Paul Flicek, Anirvan M. Sengupta, David L. Spector

## Abstract

**Background:**

Circular chromosome conformation capture (4C) has provided important insights into three dimensional (3D) genome organization and its critical impact on the regulation of gene expression. We developed a new quantitative framework based on polymer physics for the analysis of paired-end sequencing 4C (PE-4Cseq) data. We applied this strategy to the study of chromatin interaction changes upon a 4.3 Mb DNA deletion in mouse region 4E2.

**Results:**

A significant number of differentially interacting regions (DIRs) and chromatin compaction changes were detected in the deletion chromosome compared to a wild-type (WT) control. Selected DIRs were validated by 3D DNA FISH experiments, demonstrating the robustness of our pipeline. Interestingly, significant overlaps of DIRs with CTCF/Smc1 binding sites and differentially expressed genes were observed.

**Conclusions:**

Altogether, our PE-4Cseq analysis pipeline provides a comprehensive characterization of DNA deletion effects on chromatin structure and function.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2137-5) contains supplementary material, which is available to authorized users.

## Background

Chromatin organization in eukaryotic cells is associated with patterns of transcriptional activity and genomic stability (reviewed in [1–5]). Within the past decade, the development and diverse adaptations of the chromosome conformation capture (3C) technology [6] have unraveled the organization of chromatin in multiple cell types and organisms, advancing our understanding of chromosome structure at different length-scales (reviewed in [1]).

All 3C technologies use cross-linked chromatin to identify genomic interactions in the nuclear space, providing estimates of the frequency of contacts of specific regions with the rest of the genome (reviewed in [7]). Among the 3C-derived methodologies, the circular 3C (4C) technology was developed to target specific chromosomal regions (“viewpoints”) and identify their intra- and inter-chromosomal contacts (“captures”) [8]. Current 4C protocols use next-generation sequencing for the identification of captures (4C-seq) [9], and have been recently combined with paired-end sequencing (PE-4Cseq) to enable allele-specific identification of chromatin contacts through genotyping single nucleotide polymorphisms (SNPs) [10, 11]. Initial 4C analysis strategies identified significant viewpoint-capture interactions by running windowed statistical approaches to test whether the number of contacts was greater than expected against empirically computed background contact profiles [9, 11–13]. Other 4C analysis approaches have used power-law fits [14] or variance-stabilization with monotonous fits [15] to normalize the data and estimate background contact probabilities against which significant chromatin contacts are identified [9, 13–15].

However, chromatin fibers can be modeled as a polymer, i.e., “beads-on-a-string”, with nucleosomes as beads, and linker DNA as the string. Polymer entropy, or the random thermal exploration of all the spatial configurations of a polymer, can dictate the expectation of contact probabilities for a chromatin region. This probability of entropy-driven random contacts has been well-characterized in the polymer physics literature, and has been described as a power-law fall off of interactions between chromatin fragments with increasing genomic separation [16, 17]. This behavior has been clearly observed in 4C and Hi-C experiments [9, 12, 13, 18].

We developed a novel quantitative framework for the analysis of multi-viewpoint PE-4Cseq data firmly grounded on polymer physics. Our pipeline corrects for PE-4Cseq data biases, normalizes data, and computes the contact probability between a viewpoint fragment and all other fragments in the chromosome, allowing the quantitative testing of differences in chromatin contacts and chromatin compaction. In particular, this method is especially suited for the analysis of complex chromosome modifications such as copy number variants (CNVs). We applied this new approach to study chromatin interactions within and around a 4.3 Mb engineered deletion in mouse region 4E2 [19], which is orthologous to human 1p36 [19]. Allele-specific PE-4Cseq experiments of deletion and wild-type (WT) chromosomes revealed several local and long-range differentially interacting regions (DIRs) in the deletion-containing chromosome (*Df)*, as well as marked chromatin decompaction detected downstream of the deletion position. DIRs were enriched in differentially expressed (DE) genes as detected by RNA-Seq, as well as CTCF and Smc1 binding sites, proteins that had been previously characterized as structural determinants of chromatin organization [20–26].

Collectively, our work demonstrates the successful development and application of a quantitative PE-4Cseq analysis pipeline, and illustrates for the first time the complex and diverse effects of a DNA deletion on both the local and global signatures of chromatin organization and gene expression.

## Results

### General framework for the quantitative analysis of PE-4Cseq data

When chromatin is modeled as a polymer, PE-4Cseq experiments provide the probability of each viewpoint fragment contacting any other fragment within the same chromosome; we call these frequencies the intra-chromosomal contact probability profile (CPP) of the viewpoint (Fig. 1a, top panel). Chromatin polymer analysis offers a major advantage compared to purely statistical approaches to identifying differential interactions upon the occurrence of DNA deletions; because in order to quantify the biological effects of a large-scale deletion on chromatin contacts, the expected changes in interaction of purely physical origin need to be distinguished from those of biological origin. Physical contributions include increased interactions between genomic regions newly proximal in the deletion chromosome— two proximal segments will interact more frequently compared to their WT counterparts owing to polymer entropy and not for any novel biological mechanisms (Fig. 1a, lower left panel). Biological contributions, on the other hand, may originate from changes in gene regulatory contacts, interactions mediated by chromatin architectural proteins, among others (Fig. 1a, lower right panel). Existing statistical-analysis methods are not designed for such discrimination because the null expectation of signal is set by sequencing technology considerations alone and not by a polymer model which incorporates the physical effects systematically.

**Fig. 1:**
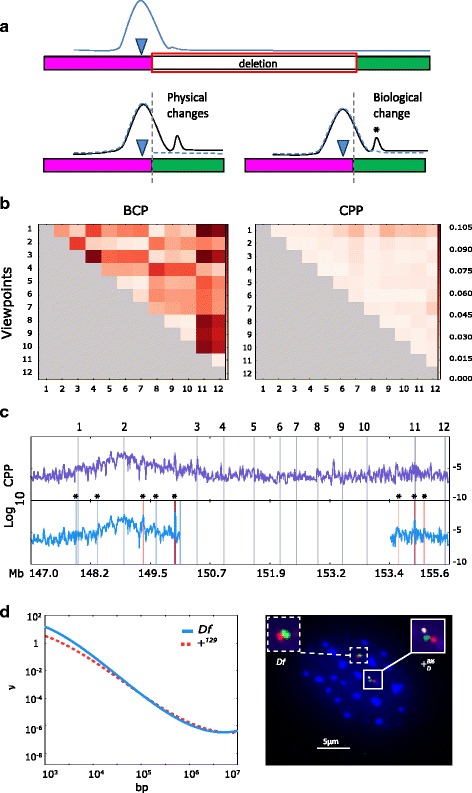
Study of chromatin contacts with polymer physics and key analysis phases. **a** *Top panel*: schematic representation of background chromatin interactions (blue line) for a viewpoint (blue inverted triangle) bordering a 4.3 Mb DNA deletion. Most of the interactions are expected to be surrounding the viewpoint given the smaller distance separating them. Notice how interactions further downstream of the viewpoint have a low contact probability. *Lower left panel*: upon deletion, two different genomic regions are joined together in physical proximity (pink and green rectangles), and the viewpoint presents a new interaction profile (black curve). Using current statistical methods, all the contacts established with the green region would be catalogued as differential, given their comparison to the original distal contact profile (dashed blue line). However, overlay of the previous WT background profile (blue dashed curve) shows that the majority of these contacts are simply following the expected WT background contact probability for the viewpoint (and are therefore physical changes in interaction), and only the peak marked with an asterisk would be considered as a genuine change in chromatin interactions (of a biological origin). **b** *Analysis Phase 1:* Result of bias-correction for a typical PE-4Cseq experiment on 12 viewpoints located on WT chromosome 4. Viewpoints index is on the *x* and *y* axis. The heatmap on the left is the relative asymmetry matrix $$ \frac{\left|{F}_{IJ}-{F}_{JI}\right|}{F_{IJ}+{F}_{JI}} $$ in BCP per viewpoint where only the upper triangle is shown because the matrix is symmetric. The heatmap on the right is the relative asymmetry $$ \frac{\left|{P}_{IJ}-{P}_{JI}\right|}{P_{IJ}+{P}_{JI}} $$ for *P*_*IJ*_ obtained after bias-correction. Notice the reduction in both row and column-wise biases and in the net asymmetry between viewpoints. Heatmaps are displayed in a log_10_ scale. **c** *Analysis Phase 2:* The CPP after bias correction for a typical viewpoint in a WT chromosome. *Analysis Phase 3:* A typical comparison between WT and deletion viewpoint CPPs to identify DIRs. The DIRs are shown in asterisks, and represented as vertical bands with widths proportional to their sizes. Color intensity is proportional to strength of signal, with reds for increase and blues for decrease of signal in the deletion versus WT comparisons. **d** *Analysis Phase 4.* Left panel: example spline-fit to the fall-off of CP (in log-log scale) against genomic viewpoint-fragment distances in a deletion (red) and WT (blue) datasets. The slope of the fit at 100 Kb is our local measure of compaction *ν*_*I*_, which may differ significantly in WT and deletion as illustrated in this panel for a typical viewpoint. Right panel: Example of a 3D DNA FISH experiment where a DIR pair was differentially-labeled using red and green probes to measure physical distances between them. The inclusion of a probe inside the deletion region (white), allows for the distinction of deletion (*Df*) and WT (+_*D*_^*Bl*6^) chromosomes within the same nuclei (blue)

We designed a pipeline optimized for bias-correction, data normalization, and quantitative comparisons in multi-viewpoint PE-4Cseq data. The pipeline provides an optimal estimate of CPP from the biased and noisy measurements in PE-4CSeq experiments. These CPPs include both background non-specific interactions between a viewpoint and any other region (arising from polymer entropy), and the specific interactions that have a biological origin. CPP signal differences are key in drawing meaningful conclusions on distinct control and test experimental conditions.

We set the null expectation, of entirely entropic origin, for each viewpoint’s CPP using a generalized Gaussian “beads-on-a-string” polymer model of chromatin (see Methods for model details). In this model, 4C viewpoints which are neighbors along the chromatin fiber (*I*, *I* + 1) are connected by Gaussian springs with spring constants *k*_*I*,*I* + 1_. These spring constants are a measure of the strength of tethering of one chromatin fragment to another mediated by the intervening chromatin fiber, and exhibit a power-law scaling for intermediate genomic separations (100 Kb-10 Mb). The CPP, represented by *P*_*IJ*_, has the scaling form $$ {P}_{IJ}\sim {s}_{IJ}^{\nu_I}, $$ where *s*_*IJ*_ is the genomic separation between viewpoint positions *I* and *J*, and *ν*_*I*_ is the local scaling exponent. The CPP typically falls off with increasing genomic separation of interacting fragments—entropic interactions between distal fragments are rare—therefore *ν*_*I*_ is always negative. Different polymer models of chromatin have different scaling. For example, random-walk (Gaussian) chromatin polymers exhibit a uniform scaling exponent $$ \left(\nu = -\frac{3}{2}\right), $$ while Hi-C data analysis has shown that most eukaryotic chromatin is on average more compact (*ν* = − 1) leading to the hypothesis of a non-equilibrium (“fractal globule”) model of chromatin [16, 18]. We used *ν*_*I*_ as a measure of viewpoint-specific chromatin compaction and its variability upon deletion occurrence, as presented below.

This new data analysis pipeline comprises the following key phases:

#### Phase 1: Bias correction

The ideal output from any PE-4Cseq measurement is the CPP of the chromatin polymer. However, several biases corrupt the straightforward measurement of the interaction profile. Numerous biases have been reported in previous Hi-C and 4Cseq data analyses, and these include genomic restriction fragment lengths, fragment GC content, and amplification primer efficiencies [12, 13, 27]. The second class of bias is specific to multi-viewpoint 4C experiments and originates from variability in viewpoint sample preparation and sequencing amplification steps.

We removed biases without modeling them individually by their technical or biological sources. We first normalized the capture data for each experiment by the product of viewpoint and fragment lengths, and call this the biased contact probability (BCP) (Fig. 1b). This normalization corrects for the bias that a longer polymer fragment has more contacts directly proportional to its length. We modeled the BCP between two viewpoints as *F*_*IJ*_ = *C*_*I*_*C*_*J*_*K*_*I*_*P*_*IJ*_, where *C*_*I*_ and *C*_*J*_ are the overall bias factors corresponding to the (*I*, *J*) viewpoint sequences, *K*_*I*_ is the overall bias factor for the capture experiment of viewpoint *I*, and *P*_*IJ*_ is the average CPP for viewpoints *I* and *J*. Similarly, for the experiment corresponding to viewpoint *J*, the normalized capture data is *F*_*JI*_ = *C*_*I*_*C*_*J*_*K*_*J*_*P*_*IJ*_; from these equations, note that only the experiment bias factor *K*_*J*_ is distinct. We then solved the linear set of equations (in logarithm space) to compute the bias factors *C* and *K* from *F*_*IJ*_ and *F*_*JI*_. The unbiased estimate of the contact probability, *P*_*IJ*_, should be symmetric for both *I* and *J* viewpoints. We performed this bias correction using only nearest and next-nearest-neighbor viewpoint pairs, and observed that biases for all other viewpoint pairs are significantly reduced and *P*_*IJ*_ is very close to being symmetric, whereas *F*_*IJ*_ is clearly not (Fig. 1b and Additional file 1: Figure S1), attesting to the consistency of bias correction. Given that the bias modeling introduces 2*n* parameters for *n* viewpoints, there are at most *n*(*n* − 1) observable *F*_*IJ*_. Therefore, at least four viewpoints to perform bias correction analyses are needed.

#### Phase 2: Computation of a smoothed CPP

We used the bias factors to estimate the unbiased CPP per viewpoint and for all their contacting intra-chromosomal fragments (captures) (Fig. 1c). The CPP for viewpoint *I* and fragment *α* is defined as $$ {P}_{I\alpha }=\frac{F_{I\alpha }}{C_I{K}_I}, $$ where *F*_*Iα*_ is the BCP, *C*_*I*_ is the overall viewpoint *I* bias factor, and *K*_*I*_ is the bias factor for the PE-4Cseq experiment of viewpoint *I*. Once the raw CPP per viewpoint was obtained, we thresholded and smoothed it using a Gaussian kernel of standard-deviation 20 Kb (total filter size 80 Kb) for whole chromosome contact comparisons. The 20 Kb standard deviation is in the upper range of viewpoint sizes (~0.5-20Kb) in our experiments, and is the genomic resolution of the PE-4Cseq measurements.

#### Phase 3: Discovering Differentially Interacting Regions (DIRs)

The smoothed CPP per viewpoint was used to compute the differential relative contact probability (DRCP) signals, defined as (log *P*_*del*_ − log *P*_*WT*_)/log *P*_*WT*_, between *Df* and + _*D*_^*Bl*6^ (*del*) chromosomes relative to the WT CPPs for +^*129*^ and + ^*Bl6*^ in two biological replicates (Fig. 1c). In order to reduce Poisson noise in mapped read-counts we only considered captured fragment read counts greater than a threshold (5 reads per restriction fragment). We added a pseudo-count of 1 to all viewpoint-fragment pairs so that missing data does not lead to false DRCP signals. We analyzed the statistical significance of all DRCP signals at a level of > =5 % interaction probability differences as follows: We first considered a window bracketing the location of each DRCP, with a window size equal to the size of the Gaussian smoothing filter (80 kb). The raw CPP data from *del* and *WT* viewpoints were subjected to the Mann–Whitney *U* test at each window, to check whether their difference was statistically significant (*p*-value < 0.05). We performed this testing independently for the two biological replicates, and reported DRCPs only when they were present (within the window size) in *both* replicates. The regions of the chromosome with significant DRCP signals were catalogued as differentially interacting regions (DIRs).

#### Phase 4. Measurement of local chromatin compaction

We characterized local chromatin compaction for the chromosomes in *Df/*+ _*D*_^*Bl*6^ and +^*129*^/+^*Bl6*^ by fitting a smoothing spline to the logarithm of contact probability against the logarithm of genomic separation. The slope of this curve at 100 Kb defines our local scaling exponent *ν*_*I*_ for viewpoint *I* and is a local measure of chromatin compaction. The length scale of 100 Kb is chosen by observation of the data-rich linear region of the CPP fall-off (Fig. 1d, left panel). Within this range, topologically associating domains (TADs) have been discovered [21, 28], and our analysis reveals possible changes in higher-order chromatin organization upon the occurrence of a deletion or any other CNV, testable by additional experiments such as 3D DNA FISH (Fig. 1d, right panel).

The development of a pipeline grounded in polymer physics for the analysis of multi-viewpoint PE-4Cseq data is an important contribution to those surveying chromatin conformation under diverse experimental conditions, including CNVs. In the next sections, we apply this pipeline to the investigation of chromatin organization upon a 4.3 Mb deletion in mouse 4E2, and offer an integrative picture of the effects of a large-scale chromatin deletion on chromosome conformation and transcriptional output.

### Allele-specific regions of differential contact probabilities in *Df/* + _***D***_^***Bl***6^ MEFs

4E2 is a gene-rich region in mouse orthologous to human 1p36 (Fig. 2a). 1p36 is an interesting genomic region where heterozygous deletions of different sizes are often present in a wide variety of cancers [29] and can originate a mental retardation syndrome known as Monosomy 1p36 [30]. Given the importance of 1p36 deletion CNVs in humans, we decided to study a chromosome-engineered mouse model harboring a 4.3 Mb deletion in 4E2 [19].

**Fig. 2:**
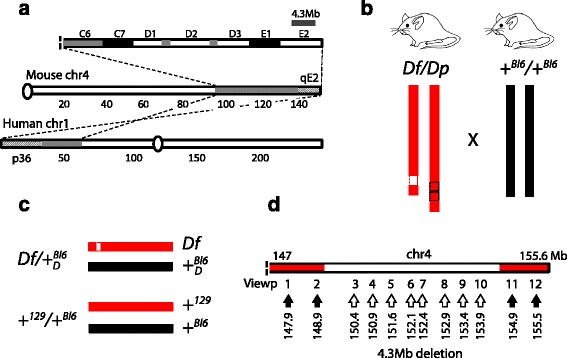
4E2 and 1p36 orthologous regions, and engineered mouse models used. **a** Human 1p36-p31.3 and mouse 4C5-E2 bands are orthologous (dashed lines). 1p36 and 4E2 are shown in dashed rectangles in their respective orthologous chromosome segments (grey rectangles). The 4.3 Mb deletion region inside mouse E2 is the focus of this study (top grey rectangle). **b** First generation (F1) *Df/Dp* male chimeras engineered in 129S5/SvEv^Brd^ ES cells were mated with WT C57BL/6 J females to obtain heterozygote F1 *Df/*+ _*D*_^*Bl*6^ progeny. **c** *Df/*+ _*D*_^*Bl*6^ and +^*129*^/+^*Bl6*^ genotypes with corresponding chromosome name conventions used in this study. *Df* corresponds to the engineered 129S5/SvEv^Brd^ chromosome 4 harboring the deletion in *Df/*+ _*D*_^*Bl*6^ MEFs, while + _*D*_^*Bl*6^ corresponds to the WT C57BL/6 J chromosome 4. In *+* ^*129*^ */+* ^*Bl6*^ MEFs, +^*129*^ corresponds to the 129S5/SvEv^Brd^ WT chromosome 4 and *+* ^*Bl6*^ corresponds to the WT C57BL/6 J chromosome 4. **d** The PE-4Cseq viewpoint positions along chromosome 4 selected for this study are indicated by arrows. Two viewpoints span ~2.5 Mb upstream of the deletion start, eight are located inside the deletion, and two cover ~1 Mb downstream of the deletion end

We investigated chromatin organization in the heterozygous F1 genotype *Df/*+ _*D*_^*Bl*6^. *Df* is the chromosome 4 from the 129S5/SvEv^Brd^ mouse strain with an engineered 4.3 Mb deletion in 4E2 [19] (Fig. 2b). + _*D*_^*Bl*6^ denotes a WT C57BL6/J chromosome 4 copy. Chromosomes derived from the 129S5/SvEv^Brd^ and C57BL6/J mouse strains can be easily distinguished through genotyping single nucleotide polymorphisms (SNPs) [31], therefore, allele-specific analyses of 4E2 chromatin contacts are feasible by PE-4Cseq in *Df/* + _*D*_^*Bl*6^ and their corresponding +^*129*^/+^*Bl6*^ WT controls (Fig. 2c and Additional file 1: Figure S2). The study of heterozygote genotypes allowed us to investigate the architectural consequences of the deletion chromosome in direct comparison to its WT counterpart.

Mouse embryonic fibroblasts (MEFs) were derived from F1 *Df/*+ _*D*_^*Bl*6^ mice, as well as +^*129*^/+^*Bl6*^ controls. A total of 12 viewpoints spanning 4E2 were selected (Fig. 2d and Additional file 2: Table S1A), and the presence of reported SNPs [31] validated by Sanger sequencing (Additional file 2: Table S1B). All viewpoints were amplified from two biological replicates of *Df/*+ _*D*_^*Bl*6^ and +^*129*^/+^*Bl6*^ MEFs, and reads trimmed and mapped against a reduced *HindIII* restriction fragment database (Additional file 2: Table S1C, D). We concentrated our analysis on viewpoints located outside of the deleted region (1, 2, 11, 12) (Fig. 2d), as they allowed us to directly interrogate the consequences of a DNA deletion on local and long-range chromatin interactions. However, DIR analysis of viewpoints within the deletion region in WT chromosomes was also performed, and both *Df* and WT DIR data are available through GEO Series accession number GSE64360 (see Methods).

There are 84 DIRs detected for viewpoints 1, 2, 11, and 12 in *Df* when compared against +^*129*^ (Fig. 3a, c and Additional file 1: Figure S3 top panel). These DIRs add up to ~34 Mb (~22 %) of chromosome 4 sequence, have a minimum size of 160 Kb, a median size of 260 Kb, and a maximal size of 1.495 Mb. The changes observed for viewpoints 1, 2, and 11 mostly involve increases in interaction with surrounding sequences; viewpoint 12 displays a decrease in contact probabilities for their identified DIRs (Fig. 3a and Additional file 3: Table S2). As can be seen in the top panel of Additional file 1: Figure S3, *Df* DIRs are scattered along chromosome 4, with the majority of the DIRs neighboring the deletion.

**Fig. 3:**
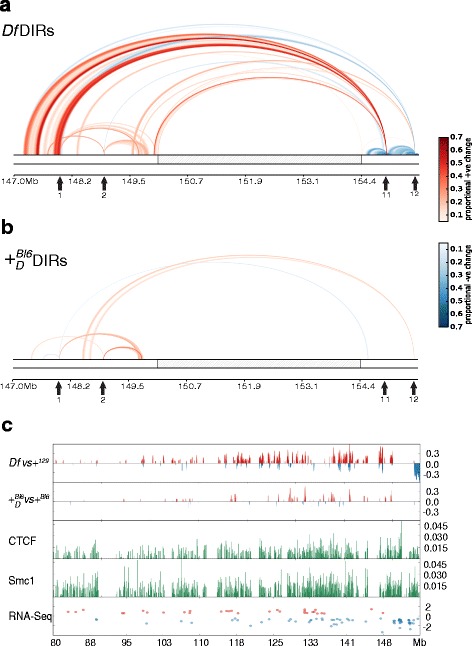
*Df* and + _*D*_^*Bl*6^ DIRs along chromosome 4. **a** “Rainbow plot” for the 4E2 region representing the DIRs for the comparison between *Df* and +^*129*^, and between + _*D*_^*Bl*6^ and + ^*Bl6*^ computed with a 20 Kb smoothing factor for the viewpoints surrounding the deletion **b**. Rainbow plots were used to visualize both short and long-range interaction changes. The arcs represent increased interaction (red) or decreased interaction probabilities (blue), with the strength of signal color coded. For visual clarity we only show signals with strength >10 %, and do not include contacts inside the deletion region for + _*D*_^*Bl*6^ in **b**. Grey arrows annotate positions for viewpoints 1, 2 (upstream of deletion) and 11, 12 (downstream of deletion, towards telomeric end). **c** Positions of DIRs for all viewpoints 1, 2, 11 and 12 are compared against structural protein binding sites. First track is for *Df* and +^*129*^ comparisons and second track is for + _*D*_^*Bl*6^ and + ^*Bl6*^ comparison. DIRs with increased/decreased contact probabilities compared to WT are plotted in red/blue. Shown in the third and fourth tracks (green bars) are the running average over 20 Kb window for CTCF and Smc1 binding site footprint, respectively. The fifth track displays fold change for *Df/*+ _*D*_^*Bl*6^ DE genes, color coded (red, over-expressed in Df/+ _*D*_^*Bl*6^ MEFs; blue, over-expressed in +^129^/+^Bl6^ MEFs)

We also performed the reciprocal + _*D*_^*Bl*6^ and + ^*Bl6*^ WT comparison in order to assess the level of uniqueness of *Df* DIRs, and to test whether the 4.3 Mb deletion in *Df* had a *trans* influence on the chromatin contacts of its WT counterpart. Analysis of viewpoints 1, 2, 11, and 12 revealed a total of 63 DIRs between + _*D*_^*Bl*6^ and + ^*Bl6*^ chromosomes (Fig. 3b, c and Additional file 1: Figure S3 s panel), and their sequences add up to ~15 Mb (~9.6 % of chromosome 4). + _*D*_^*Bl*6^ DIRs tend to be smaller compared to *Df* DIRs, and have a minimum size of 160 Kb, a median size of 213 Kb, and a maximal size of 626 Kb. The changes observed for these viewpoints mostly involve increases in contact probabilities (Fig. 3b, c and Additional file 4: Table S3). Similar to *Df* DIRs, + _*D*_^*Bl*6^ DIRs are scattered along chromosome 4, with the highest number present surrounding the deletion (Additional file 1: Figure S3, second panel). There are 55 *Df* DIRs that intersect with + _*D*_^*Bl*6^ DIRs, covering ~9 Mb of chromosome 4 sequence (~6 %) (Additional file 5: Table S4A). The high overlap ratios between *Df* and + _*D*_^*Bl*6^ DIRs suggests the existence of *trans* mechanisms of chromatin architecture regulation common to both chromosome 4 homologues which are affected after the occurrence of the 4.3 Mb 4E2 deletion. In order to query the DIRs segments which are unique to *Df*, we eliminated the genomic regions where the *Df* and + _*D*_^*Bl*6^ DIRs overlap. There are 42 unique *Df* DIR segments covering ~12 Mb (~7.7 % chromosome 4) with a median size of 225.5 Kb and maximal size of 1.195 Mb (Additional file 5: Table S4B). Similarly, there exist 13 DIR segments that are unique to + _*D*_^*Bl*6^, covering ~3 Mb of sequence (~2 % chromosome 4) with a median size of 195 Kb and a maximal size of 454 Kb (Additional file 5: Table S4C).

A number of 3C and Hi-C studies have implicated various proteins as structural determinants of the 3D organization of the mammalian genome. CTCF and cohesin have been shown to be boundary proteins between TADs, while Mediator complex plays important roles in loop formation for correct gene activation [20–26]. We used previously published CTCF, Med1, Med12, and Smc1 MEF binding datasets [20] to query the overlap between structural protein binding sites and DIR positions. We first estimated the density of structural protein binding sites at the resolution matching the DIR signal resolution (20 Kb). Reassuringly, we observed that several DIRs align with regions dense in binding sites in a whole chromosome view (Fig 3c). Using random sampling of all structural protein binding sequences along chromosome 4, we observed that *Df* and + _*D*_^*Bl*6^ DIRs are enriched in CTCF and Smc1 binding sites (*p*-val < 0.001) (Additional file 6: Table S5A-F). These observations suggest that alterations observed in the contact probability of DIRs could be mediated by CTCF and Smc1, and their binding may be affected by differential expression or by other chromatin remodeling genes in *Df/*+ _*D*_^*Bl*6^ MEFs (see discussion).

Altogether, the presented DIR data indicate the large amount of chromatin contact variation arising after the occurrence of a 4.3 Mb DNA deletion in mouse 4E2. Up to 22 % of chromosome 4 sequence is catalogued as DIRs with > 5 % changes in contact probability between *Df* and +^*129*^ chromosomes; interestingly, this extensive network of chromatin contact changes was identified by analyzing the intra-chromosomal contacts of only 4 viewpoints surrounding the deletion. The identification of *Df*-shared + _*D*_^*Bl*6^ DIRs suggests that *trans* alterations in chromatin interactions occur in *Df/*+ _*D*_^*Bl*6^ MEFs, which extend along the chromosome 4 sequence and could be mediated by CTCF and Smc1 protein binding or additional chromatin remodelers (see Discussion).

### Changes in local chromatin compaction in the *Df* chromosome

Each viewpoint’s contact probability falls off with increasing genomic separation, $$ {P}_{IJ}\sim {s}_{IJ}^{\nu_I}, $$ where *s*_*IJ*_ is the genomic separation between viewpoint positions *I* and *J*, and *ν*_*I*_ is the local scaling exponent. More compact chromatin regions have higher *ν*_*I*_ values, while less compact zones have smaller *ν*_*I*_’s. In addition to the identification of chromatin contact differences computed at the 20 Kb scale, our pipeline characterizes *ν*_*I*_, a signature of higher-order chromatin organization at intermediate length scales (100 Kb to 1 Mb).

We asked whether the scaling exponent ν_I_varies for each viewpoint *I* in *Df/*+ _*D*_^*Bl*6^ MEFs. Overall, considerable variation was observed between the scaling exponents for the 12 viewpoints along the + _*D*_^*Bl*6^ chromosome, in agreement with observed qualitative variation in local compaction in Hi-C data heatmaps [18, 28]. Significant differences in *ν*_*I*_ values are observed for viewpoints 11 and 12 in the *Df* chromosome, which are less compact than expected upon deletion (Fig. 4a, b, c). Interestingly, comparison of *ν*_*I*_ values between + _*D*_^*Bl*6^ and + ^*Bl6*^ viewpoints also revealed compaction differences for these viewpoints, however their differences are not as dramatic as seen in *Df* (Additional file 1: Figure S4). Notably, 3 viewpoints inside the deletion region in + _*D*_^*Bl*6^ also displayed significant differences in their *ν*_*I*_ values. These observations suggest that the *trans* effects of the deletion in chromatin contact differences are also reflected on higher-order chromosome structure in both *Df* and + _*D*_^*Bl*6^ chromosomes, and these may be caused by either changes in gene expression or by physical factors affecting chromosome organization in *Df/*+ _*D*_^*Bl*6^ MEFs.

**Fig. 4:**
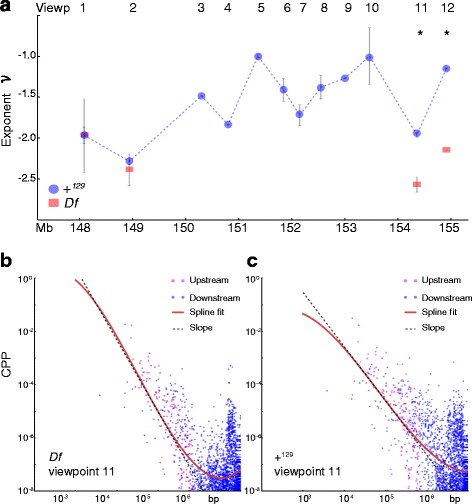
Computed *ν* per viewpoint. **a** *ν* values were computed for each viewpoint in Df (red rectangles) vs. the average of + ^Bl6^, +^129^ and + _*D*_^*Bl*6^ (blue circles) chromosomes, with error bars determined from the two biological replicates. Values of *ν* < − 3/2 corresponds to less compact state than expected from Gaussian behavior, whereas *ν* > − 3/2 corresponds to more compact states. Notice the decrease in overall compaction for Df and most significantly at the telomeric end. **b** Contact probability fall-off for viewpoint 11 is shown for Df and (**c**) WT values

Viewpoints 11 and 12 reside near the telomere of chromosome 4. Given the significant decrease in compaction for these viewpoints in *Df* compared to + _*D*_^*Bl*6^, a possible explanation is that the observed *Df* decompaction is a direct consequence of the physical deletion of a chromosome fragment. We hypothesized that tethering points bordering the deletion region may cause the telomeric end and adjacent upstream sequences to remain in their original preferred positions, subsequently stretching the intervening sequence after deletion. Such tethering points could be lamina-associated domains (LADs), important features of nuclear architecture and genomic regulation [32, 33]. Analysis of published LAD positions identified in 3 T3 MEFs [34] revealed the presence of only LAD-free regions bordering the deletion (147–150 Mb and 154.4–155.6 Mb on chromosome 4) (Additional file 7: Table S6). However, 10 LADs exist within a 1.3 Mb segment inside the deletion sequence (~25 % of the deletion size). Intriguingly, it is within this segment where the 3 viewpoints inside the deletion region in + _*D*_^*Bl*6^ also displayed significant differences in chromatin compaction (Additional file 1: Figure S4 and Additional file 7: Table S6). It is therefore possible that the deletion of tethering points within the deletion region in *Df* chromosomes allows for chromatin to be less compact.

### Validation of changes in chromatin interactions by 3D DNA FISH

After the identification of DIRs and the observed chromatin decompaction in *Df* chromosomes using our pipeline, we sought to validate these results using 3D DNA fluorescence *in situ* hybridization (FISH). 3D DNA FISH experiments provide direct measurements of physical distances separating any pair of genomic loci inside the nucleus, which can be used to estimate their contact frequencies (see Methods). This allows the assessment of whether DIRs were actually present in *Df* and WT chromosomes, and the quantitation of interaction changes at the single cell level in comparison to PE-4Cseq results.

3D DNA FISH experiments were performed using two different fluorescently labeled bacterial artificial chromosome (BAC) probes overlapping DIR positions (‘query probes’), with a third BAC probe inside the deletion region (‘deletion probe’) (Fig. 5a, b). The deletion probe was used to distinguish the *Df* chromosome, and its location is identical for all experiments. Four representative *Df* regions were selected for analysis by 3D DNA FISH: three of these regions were classified as DIRs, some of which exhibited chromatin decompaction (BAC sets 1–3), while the fourth region (BAC set 4) tested a specific interacting pair observed in our PE-4Cseq data not classified as a DIR but enriched in CTCF and Smc1 binding sites (Fig. 5e and Additional file 8: Table S7A, B, C). Over a hundred nuclei were analyzed per 3D DNA FISH experiment, and query probe distances were measured in *Df/*+ _*D*_^*Bl*6^ and +^*129*^/+^*Bl6*^ MEFs.

**Fig. 5:**
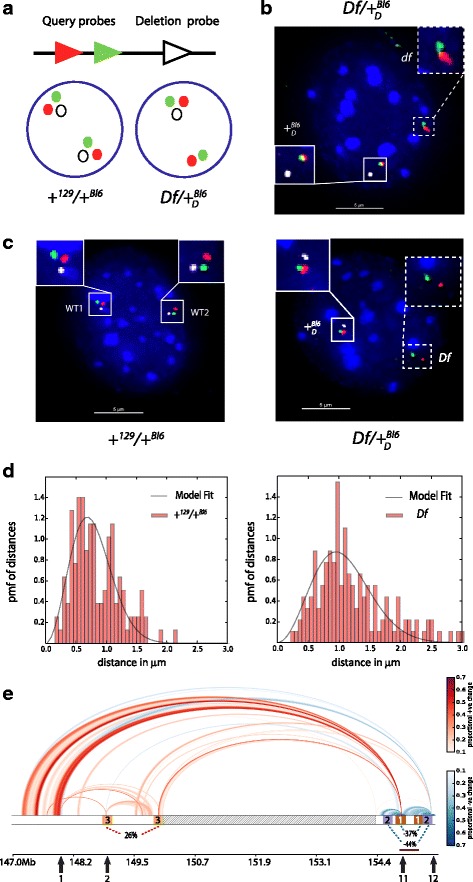
3D DNA FISH validations of PE-4Cseq data. **a** 3D DNA FISH strategy used. Green and red triangles represent query probes along the chromatin fiber separated at fixed distances. The white triangle represents the deletion probe. Red/green probes can also be located bordering the deletion probe. The Df chromosome is distinguished by the absence of the deletion probe, as shown in the nuclear representations of Df/+ _*D*_^*Bl*6^ and +^129^/+^Bl6^ genotypes. **b** Projection of a 3D DNA FISH image for control BACset4 using Df/+ _*D*_^*Bl*6^ MEFs. Red and green probes are the query probes, while white probe is the deletion probe. Hybridization images are zoomed inside white rectangles. Note the absence of the deletion probe for one of the chromosomes, classified as Df with our algorithm (dashed rectangle). **c** Representative 3D DNA FISH image projections for +^129^/+^Bl6^ and Df/+ _*D*_^*Bl*6^ nuclei for BACset2 probes. Probe colors are as described in **b**. Df chromosome probes are shown inside the white dashed rectangle, and WT probes shown in rectangle. **d** Query probe distance distributions for BACset2 (brown underline in Fig. 5e) for both +^129^/+^Bl6^ chromosomes (left panel) and Df (right panel). The black line indicates the model fit to the probability mass function (PMF). Notice the increase in typical spatial separations as well as a broader distribution in Df, in agreement with the observed decrease in contact probabilities in PE-4Cseq. **e** Rainbow plot of the zoomed in region near the deletion in Df chromosome. Enrichment and depletion of long-range interactions are color coded as in Fig. 3. The black arrows represent viewpoint positions; dashed box of the chromosome bar is the deletion region; the three distinct colored boxes are the three query probe pairs, also identified by numbers; the dashed rectangle inside the deletion region is the deletion probe. The dashed triangles represent query probe interaction changes as detected from FISH experiments, with enrichment in red and depletion in blue with associated proportional changes in interaction reported as percentages. Notice the agreement between enrichment (red) and depletion (blue) between PE-4Cseq and DNA FISH interactions

Our analysis identified a qualitative agreement between the contact changes in DIRs derived from PE-Cseq and the changes in spring constant for 3D DNA FISH experiments (Fig. 5e). Query probes from FISH experiments testing DIRs with a decrease in contact probability and chromatin decompaction (BAC set 1, 2) exhibited larger separation distances compared to +^*129*^ measurements (Fig. 5c, d, e). Similarly, query probes with a reported PE-4Cseq increase in contact probabilities (BAC set 3) displayed smaller 3D FISH physical separation distances compared to +^*129*^ measurements (Additional file 1: Figure S5). Our control FISH experiment (BAC set 4) displayed a much narrower and almost identical distribution of distances between query probes in both WT (+^*129*^/+^*Bl6*^) and deletion (*Df/*+ _*D*_^*Bl*6^) chromosomes compared to the expectation for similar genomic separation (Fig. 5b and Additional file 1: Figure S5). This is indicative of pronounced long-range interactions between these two regions, in agreement with the peak in contact probability observed in our PE-4Cseq data. Given the enrichment of CTCF and Smc1 protein binding sites at these regions, it is possible that such stable contacts may be mediated by these proteins. Taken together, 3D DNA FISH results validate our PE-4Cseq analysis framework, and point to *bona fide* changes in contact probabilities arising after the occurrence of a 4.3 Mb deletion in mouse chromosome 4.

### Impact of chromatin conformation changes on 4E2 gene expression

CNVs are known to affect expression patterns of distal and neighboring genes [35–37]. Some of these effects may arise through changes in chromosome conformation: at the chromatin level, CNVs can potentially disrupt associations of gene promoters and their regulatory elements, affect topologically associating domain (TAD) boundaries [21, 28], and/or join differentially regulated regions. To assess the potential impact of DIRs on *Df/*+ _*D*_^*Bl*6^ gene expression, we analyzed the transcriptome of *Df/*+ _*D*_^*Bl*6^ MEFs through RNA sequencing (RNA-seq) [38–40].

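RNA was taken from 7 independent primary MEF lines at passage 4, derived from embryos at embryonic day 13.5. The 4 lines with the deletion carried the Df chromosome from 129S5/SvEvBrd and the intact homologue from C57BL/6J, and are called Df/+Bl6 here. The 3 control lines, +129/+Bl6, were F1 hybrids of the same strains without the deletion. Stranded polyA+ libraries were sequenced as paired-end reads on the Illumina GA IIx. The authors aligned the reads without mismatches to the C57BL/6J transcriptome and to a 129S5/SvEvBrd version of it, with the longest transcript standing for each gene. They kept reads with a single best location and both mates on the same gene, left out genes with few reads per allele, and compared the genotypes with DESeq. The values used here come from the authors' deposited tables of 3 comparisons, one on counts summed over both alleles (the combined comparison) and one for each allele. Each table gives, for the genes past an FDR of 0.05, the mean normalized count of each genotype, the fold change, p and adjusted p. It holds no value per MEF line and no total count, so the depth of each line is unknown, no SD or standard error can be given, and no test between lines was run. Fold changes are given here as Df/+Bl6 over +129/+Bl6, so a negative log2 fold change means lower expression with the deletion. The authors' list of tested genes holds 15531 Ensembl identifiers, and 14963 of them were placed on chromosomes with the GENCODE annotation of NCBI37/mm9, the build of the paper's DIR tables. The other 568 have no entry in that annotation, since the authors counted reads on a later gene set, and they enter no test by position.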

*Df/*+ _*D*_^*Bl*6^ and +^*129*^/+^*Bl6*^ MEFs RNA-seq experiments revealed 1345 differentially expressed (DE) genes between both genotypes (Fig. 6a and Additional file 9: Table S8). 118 of these are chromosome 4 genes, a higher number than expected by chance (Fisher’s exact test, *p* = 0.017). 

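The authors' deposited table of the combined comparison lists 1346 genes at an adjusted p under 0.05 (DESeq), 8.67% of the 15531 genes tested. Expression was higher in Df/+Bl6 MEFs for 796 of them and lower for 550. The median size of the change in the authors' deposited table was 0.80 on the log2 scale and the smallest was 0.42, while 225 genes rose and 173 fell by at least 1. Mean normalized counts in that table run from 14.4 to 2677321 with a median of 2955. At an adjusted p under 0.01, a limit chosen after the values were seen, 759 genes were left, 473 of them higher in Df/+Bl6. The genes of Table S8 were compared with the authors' deposited table, and all 1346 identifiers occur in both. Outside the deletion, and among genes with a mean normalized count of at least 100, the largest fall in the authors' deposited table was that of Slc22a18 on chromosome 7, from 254.5 in +129/+Bl6 to 14.0 in Df/+Bl6 (log2 fold change -4.19, DESeq adjusted p = 8.69e-12). Angptl7 (ENSMUSG00000028989) fell by 3.40 in the authors' deposited table, from 9466 to 894 (DESeq adjusted p = 6.34e-15). It lies on chromosome 4 at 147869292 to 147874569, 2.12 Mb before the deletion interval. Both of its alleles were called, with log2 fold changes of -3.38 (129S5) and -3.16 (C57BL/6J), so the fall was not confined to the chromosome with the deletion. Over the genome outside the deletion, and with the same limit on the mean, the largest rise was that of ENSMUSG00000097312 (log2 fold change 2.00). It has no position in the annotation. Sgol2 (1.94) and Cenpf (1.91), both on chromosome 1, came next, again from the authors' deposited table. Whether the values of single lines overlap between the genotypes could not be examined for any of these genes.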

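On NCBI37/mm9, 1320 of the genes called in the authors' deposited table have a position and 116 of these lie on chromosome 4. Over the tested genes with a position, 116 of 990 on chromosome 4 were DE (11.7%), against 1204 of 13973 on the other chromosomes (8.62%), an odds ratio of 1.41 (two-sided Fisher's exact test, p = 0.00139). Genes are not independent replicates of the genotype, so this test describes the list of calls. Between Rere and Ski, the genes that bracket the deletion in Table S12, the annotation places 85 genes. Of these 42 were tested and 27 were DE (64.3%), from Errfi1, which starts at 150228028, to Pank4, which ends at 154355047. All 27 were lower in Df/+Bl6 in the authors' deposited table, with log2 fold changes from -2.79 to -0.66 and a median of -1.02, where the loss of one of a pair of equal copies gives -1. The 15 tested genes that were not called have no value, so the median of the 27 may lie below that of all 42. Among these 27, since interval genes that were not called have no value in the table, the highest mean normalized counts were those of Rpl22, which fell in the authors' deposited table from 22454 to 11053 (log2 fold change -1.02, DESeq adjusted p = 3.71e-07), Errfi1 (-1.00) and Acot7 (-0.81). In the annotation, 11 of the 27 overlap another gene, and the authors counted read pairs with one best location and both mates on the same gene. Without the interval genes, 89 of 948 tested genes of chromosome 4 were DE (9.39%), an odds ratio of 1.10 (two-sided Fisher's exact test, p = 0.404). Over the 21 chromosomes with tested genes, the mitochondrial one included, chromosome 4 was the single one with a Benjamini-Hochberg adjusted p under 0.05 in the same test, and none was left without the interval genes.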

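The positions of the DE genes were tested in 5 Mb windows of NCBI37/mm9, since the limits of cytogenetic bands were not used here. Of 433 windows with at least 10 tested genes, 2 held more DE genes than the other windows taken together at a Benjamini-Hochberg adjusted p under 0.05 (one-sided Fisher's exact test). The window of chromosome 4 from 150 to 155 Mb, which covers the deletion, had 27 DE genes among 51 tested (52.9%, exact p = 7.53e-16, adjusted p = 3.26e-13), and all 27 were lower in Df/+Bl6. These are the 27 genes of the interval between Rere and Ski. The other window lay on chromosome 15 from 70 to 75 Mb, with 9 DE genes among 22 tested (40.9%, exact p = 5.42e-05, adjusted p = 0.0117). Of its genes 8 were lower in Df/+Bl6, among them Ly6a and Ly6c1, which belong to a family of similar genes. With 10 Mb windows the number past the threshold was 1, on chromosome 4 from 150 to 160 Mb (28 of 85 tested genes, one-sided Fisher's exact test, adjusted p = 9.70e-08). In the plot of windows along chromosome 4, the window of the deletion stands apart from the rest.

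**Figure D1:**
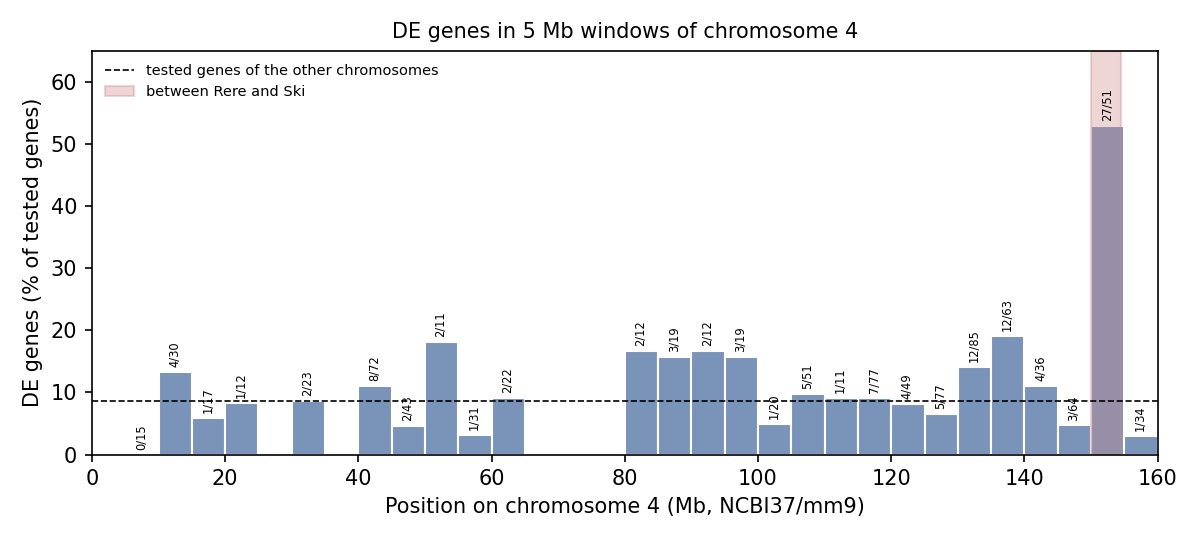
Percent of tested genes that were DE in the authors' combined comparison (y axis) in 5 Mb windows along chromosome 4 (x axis, Mb of NCBI37/mm9). The numbers over the bars give DE and tested genes, windows with fewer than 10 tested genes are left empty, the dashed line is the share on the other chromosomes (8.62%), and the shaded span runs from Rere to Ski. The window from 150 to 155 Mb reaches 52.9%, and the next highest, from 135 to 140 Mb, 19.0%.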

Enrichment analysis revealed 4E2 and 4E as the cytogenetic bands with the most significant DE clustering locations in *Df/*+ _*D*_^*Bl*6^ MEFs (*p* = 1.48e–11, *p* = 3.26e–08 respectively). Interestingly, the 4D region, directly upstream of 4E, was the next most significant DE clustering location in the genome (*p* = 2.27e–08). 

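Upstream of the deletion, the window from 145 to 150 Mb had 3 DE genes among 64 tested (4.69%), below the 8.62% of the other chromosomes. The window from 140 to 145 Mb had 4 of 36 (11.1%), that from 135 to 140 Mb 12 of 63 (19.0%) and that from 130 to 135 Mb 12 of 85 (14.1%). The window from 135 to 140 Mb had the smallest p of the 4 (one-sided Fisher's exact test, p = 0.00824) and ranked 6 among the 433 windows of the genome, but its Benjamini-Hochberg adjusted p was 0.595. With 10 Mb windows, that from 130 to 140 Mb ranked 3 among 265, with 24 DE genes of 148 tested (16.2%, one-sided Fisher's exact test, p = 0.00254, adjusted p = 0.225). Of the 12 DE genes in the 5 Mb window from 135 to 140 Mb, 10 were lower and 2 higher in Df/+Bl6, whereas 8 of the 12 in the window from 130 to 135 Mb were higher. Downstream, from 155 Mb to the end of the chromosome, 1 of 34 tested genes was DE. The bands of the paper are not the same units as these windows, and their own test was not repeated here.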

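The overlap of DE genes with DIRs was computed from the segments of Table S4, which gives in NCBI37/mm9 the parts of DIRs shared by Df and +DBl6 and the parts unique to each. The 55 shared segments cover 9159000 bp (5.89% of chromosome 4), the 42 unique to Df 12311000 bp (7.91%) and the 13 unique to +DBl6 3090000 bp (1.99%). A gene was counted when any base of it lay in a segment. Of the 116 DE genes of chromosome 4, 14 (12.1%) touched a shared segment, 6 (5.17%) a segment unique to Df and 8 (6.90%) a segment unique to +DBl6. Among all 990 tested genes of chromosome 4 the corresponding shares were 17.3% (171 genes), 10.9% (108 genes) and 4.95% (49 genes). The complete lists of DIRs behind the percentages of the paper were not used here.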

34 % of DE genes in chromosome 4 are contained within *Df* DIRs, and 24 % of DE genes are contained within + _*D*_^*Bl*6^ DIRs (Fig. 3c). Both *Df* and + _*D*_^*Bl*6^ DIRs and DE combined genes overlap ratios are significant (*p* < 0.05) (Additional file 6: Table S5B,D). 

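Following the supplement's procedure for protein binding sites, the segments of Table S4 were placed at random on chromosome 4 with their sizes kept (bedtools shuffle, 1000 repeats). The random placements of the shared segments touched a median of 8 DE genes against 14 observed, and 0.04 of the permuted placements exceeded the observed number (permutation p = 0.04). For the segments unique to +DBl6 the median was 2 against 8 observed (permutation p = 0.032), and for those unique to Df 10 against 6 (permutation p = 0.802). All segments together touched 28 DE genes against a median of 19 (permutation p = 0.06). With the placements kept out of the deletion interval, a setting chosen after the values were seen, the permutation p was 0.003 for the shared segments, 0.003 for those unique to +DBl6 and 0.663 for those unique to Df, and none of the 1000 placements of all segments exceeded 28. Placements of the shared segments also touched a median of 72 tested genes, DE or not, against 171 observed, a number that none of the 1000 exceeded. For the segments unique to +DBl6 these numbers were 23 and 49 (permutation p = 0.003). When DE genes were compared with the other tested genes of chromosome 4, the odds ratio of touching a segment was 0.63 for the shared segments (two-sided Fisher's exact test, p = 0.149), 0.41 for those unique to Df (p = 0.0381) and 1.50 for those unique to +DBl6 (p = 0.358). Without the genes of the deletion interval, of which 1 touches a segment, the odds ratios were 0.84, 0.54 and 1.97 and no p was under 0.05 (0.664, 0.164 and 0.124). For all segments together the odds ratio was 0.62 (two-sided Fisher's exact test, p = 0.0353), and it was 0.87 (p = 0.639) without the interval genes.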

Very interestingly, CTCF gene expression is increased in *Df/*+ _*D*_^*Bl*6^MEFs (0.5 log2fold change). Similarly, Gene Ontology (GO) analysis into cellular function for *Df/*+ _*D*_^*Bl*6^MEFs revealed 26 genes associated with “condensed nuclear chromosome” (Additional file 10: Table S9).

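Ctcf (ENSMUSG00000005698) lies on chromosome 8 of NCBI37/mm9 at 108160468 to 108206822. In the authors' deposited table its mean normalized count was 9366 in Df/+Bl6 and 6623 in +129/+Bl6 MEFs, a log2 fold change of 0.50 (DESeq p = 0.00245, adjusted p = 0.0331). By p it ranked 1149 of the 1346 genes called, and 7 of the 796 genes higher in Df/+Bl6 had a smaller log2 fold change. It is not among the genes with an adjusted p under 0.01. Ctcf occurs in neither of the deposited tables for single alleles, so the direction at each allele was not compared here.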

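The 26 genes of Table S9 lie on 13 chromosomes, and each was looked up in the 3 comparisons. All 26 are called in the authors' deposited table of the combined comparison and all are higher in Df/+Bl6, with log2 fold changes from 0.57 (Rpa1) to 1.94 (Sgol2) and a median of 1.00. The median of the 796 genes that rose was 0.80 in the same authors' deposited table, and 71.4% of them lay under the median of Table S9. The largest DESeq adjusted p of the 26 was 0.0369, for Rad50, and 20 had one under 0.01. Adjusted over the list alone, all 26 remain under 0.05, though the list was chosen by the study on these MEF lines and this is not independent evidence. The authors' deposited table for the 129S5 allele holds 10 of the genes and that for the C57BL/6J allele 12, with 10 in both, and all are higher in Df/+Bl6 there too, with medians of 1.05 and 1.09. The cohesin subunits Smc3 and Rad21 rose by 0.96 and 0.60 in the authors' deposited table of the combined comparison. Genes of the S phase and of G2/M phase that are not in Table S9 moved the same way, with 74 of 84 tested called higher in Df/+Bl6 and none lower.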

**Fig. 6:**
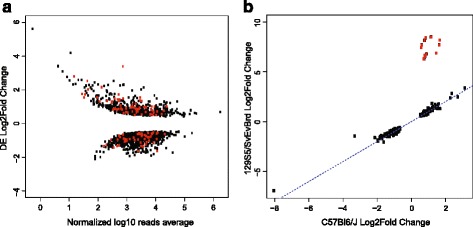
**a** log2fold ratios (y axis) and their corresponding average of normalized counts (x axis) for all DE genes between Df/+^Bl6^ and +^129^/+^Bl6^ MEFs. Positive values indicate higher expression in +^129^/+^Bl6^ MEFs, while negative values indicate higher expression in Df/+^Bl6^ MEFs. Shown in red are all the DE genes present on chromosome 4. **b** log2fold ratios for DE 129S5/SvEv^Brd^ alleles (y axis) and DE C57Bl6/J alleles (x axis) in Df/+^Bl6^ MEFs. Notice the high degree of correlation between the allelic log2fold changes when compared to a perfect correlation score (1, blue dashed line). Genes shown in red fall within the deletion sequence, and therefore display a different behavior compared to other alleles

Given our use of a 129S5/SvEv^Brd^ and C57BL6/J heterozygote genetic background, we were able to perform allele-specific expression analysis in *Df/*+ _*D*_^*Bl*6^ MEFs. We detected 257 DE 129S5/SvEv^Brd^ alleles, 39 of them in chromosome 4 (Fig. 3c and Additional file 11: Table S10). In addition, 326 DE C57BL6/J alleles were detected, with 39 located in chromosome 4 (Fig. 3c and Additional file 12: Table S11). 

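The authors' deposited table for the 129S5 allele holds 257 genes, and the largest of its adjusted p-values corresponds to 5271 genes tested. Expression of the allele was higher in Df/+Bl6 for 134 and lower for 123. With positions for 255 of them, 39 (15.3%) lie on chromosome 4, 22 in the interval between Rere and Ski and 17 outside it. All 22 interval alleles fell in the authors' deposited table. Rnf207 is listed at 0 in Df/+Bl6, and the log2 fold changes of the others run from -10.14 (Pank4) to -4.66 (Zbtb48) with a median of -7.68. The Df/+Bl6 mean of an interval allele was at the median 0.486% of its +129/+Bl6 mean and at most 3.96%, so that few reads from lines without the 129S5 copy were assigned to it. Of the 257 genes, 219 are also called in the combined comparison. Which other genes were tested for this allele is not listed in the table, so no Fisher's test of the chromosome 4 share was run.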

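In the authors' deposited table for the C57BL/6J allele, whose adjusted p-values correspond to 5727 genes tested, 181 of the 326 genes were higher and 145 lower in Df/+Bl6. Of the 321 with a position, 39 (12.1%) lie on chromosome 4, with 12 in the deletion interval and 27 outside it. The combined comparison calls 288 of the 326. All 12 interval alleles, which are on the chromosome that carries no deletion, were lower in Df/+Bl6, with log2 fold changes in the authors' deposited table from -1.70 (Megf6) to -0.61 (Vamp3) and a median of -0.85. Over these 12 genes the log2 fold change of the C57BL/6J allele minus that of the combined comparison had a median of 0.06 (SD across genes 0.18) and ran from -0.13 to 0.45. The tables were normalized separately, so this compares fold changes and not levels.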

27 DE alleles are shared between the 129S5/SvEv^Brd^ and C57BL6/J alleles, 12 of them inside the deletion position. Both allelic DE sets cluster in the 4E2 and 4E region (*p* < 0.001), where the deletion resides. 

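The overlap of the allelic tables holds 27 genes on chromosome 4, with 12 in the deletion interval and 15 outside it. In the interval the log2 fold change of the 129S5 allele was below that of the C57BL/6J allele for each of the 12 genes, by a median difference of -6.25 and by between 5.38 and 7.54. The other 10 interval genes called for the 129S5 allele are not called for the C57BL/6J allele, which does not show that their C57BL/6J allele was unchanged, since the values of genes that were not called are not in the table. The plot of the interval genes in chromosome order sets the 3 comparisons side by side.

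**Figure D2:**
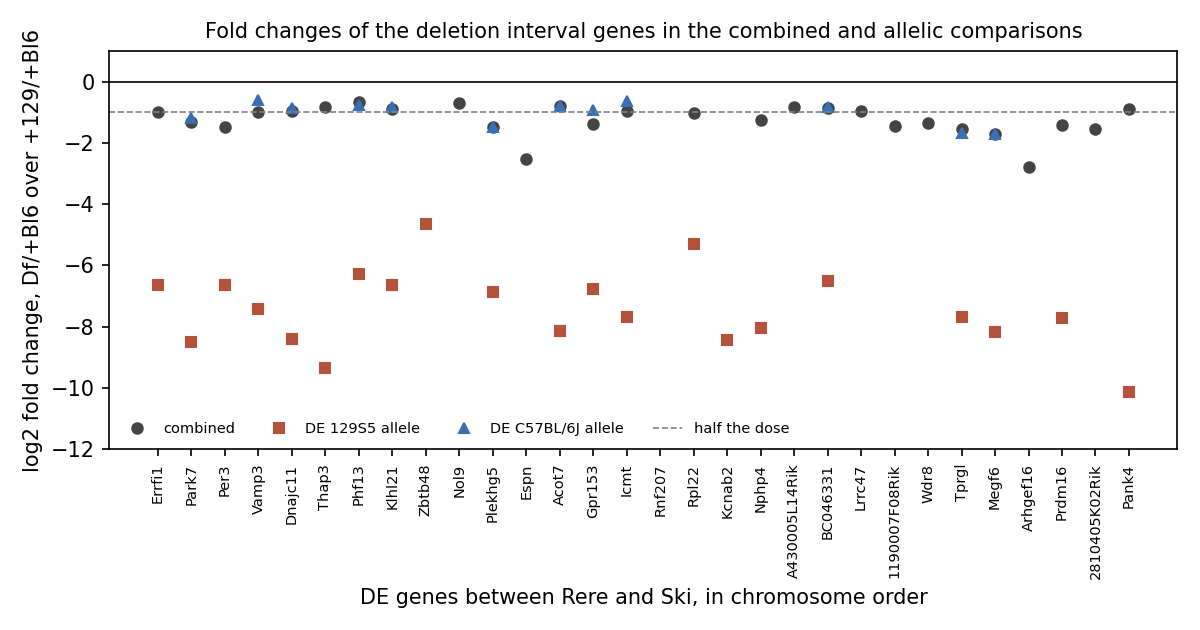
Log2 fold changes of Df/+Bl6 over +129/+Bl6 (y axis) for the genes between Rere and Ski that are DE in at least 1 of the 3 comparisons, in chromosome order (x axis). Circles show the combined comparison, squares the 129S5 allele and triangles the C57BL/6J allele, each drawn only where the gene is called, and the dashed line lies at -1, the value for the loss of one of a pair of equal copies. Rnf207 is called for the 129S5 allele alone and has no point because it is listed at 0 in Df/+Bl6. The squares lie at -4.66 and below, while the circles and triangles lie between -2.79 and -0.61.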

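In both allelic tables the 5 Mb window of chromosome 4 with the most DE alleles was that from 150 to 155 Mb, with 22 for the 129S5 allele and 12 for the C57BL/6J allele, while no other window of the chromosome held more than 5 in either table. Because the genes tested for each allele are not listed, the interval was tested with all of its 85 annotated genes taken as tested, which makes an excess harder to reach. The odds ratio was then 7.36 for the 129S5 allele (one-sided Fisher's exact test, p = 4.52e-11) and 2.79 for the C57BL/6J allele (p = 0.00290). Between 130 and 150 Mb lay 8 DE alleles of 129S5 and 12 of C57BL/6J.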

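The 2 deposited allelic tables share 189 genes on 19 chromosomes. About 15.9 would be shared by chance if the lists were independent and the smaller number of tested genes applied to both. Variation between lines that both alleles share can give far more between lists of fixed size. The simulations without a genotype effect took the 257 and 326 genes with the largest fold changes, with no test. Their mean counts were drawn from those of the 189 shared genes. The median number shared was 73, 190, 224 and 245.5. The assumed SD between lines was 0.1, 0.3, 0.5 and 1 on the log2 scale, in that order. How many genes would be called at both alleles without a genotype effect was not simulated. None of the 189 moved in opposite directions at the alleles, and 181 are also called in the combined comparison. Across these genes the Spearman correlation of the allelic log2 fold changes was 0.946 and the Pearson correlation 0.721 (permutation p = 1e-05 for each, the smallest that 100000 permutations give, and Benjamini-Hochberg adjusted p = 1.09e-05 over the 12 correlations computed). Without the 12 genes of the deletion interval the Spearman correlation was 0.970 and the Pearson correlation 0.985 over 177 genes. In that set the log2 fold change of the 129S5 allele minus that of the C57BL/6J allele had a median of 0.00 and an SD across genes of 0.23, against a median of -6.25 in the interval. Genes are not independent replicates, and both alleles of a gene were measured in the same MEF lines.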

Interestingly, despite the elimination of only the 129S5/SvEv^Brd^ allele inside the deletion region, 198 DE genes located in diverse genomic regions along all mouse chromosomes were mis-regulated at both alleles, and their allelic fold changes were highly correlated (*ρ* = 0.95, *p* = 2.2e–16), with the exception of the deleted genes located inside the deletion region, which exhibit a higher fold change for the 129S5/SvEv^Brd^ allele only (Fig. 6b). This observation is indicative of *trans* effects in transcription, where mRNA levels are regulated similarly between alleles. This phenomenon is reminiscent of the *trans* effects on chromatin contacts observed for the + _*D*_^*Bl*6^ chromosome in *Df/*+ _*D*_^*Bl*6^ MEFs. 

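Because genes that rose and genes that fell form separate clouds, the correlation was also computed within each, outside the deletion interval. It was 0.877 (Spearman) and 0.949 (Pearson) across the 102 genes that rose in Df/+Bl6 at both alleles, and 0.908 and 0.947 across the 75 that fell (permutation p = 1e-05 for each). With the 12 interval genes, which fell far more at the 129S5 allele, it was 0.647 (Spearman, permutation p = 1e-05) and 0.159 (Pearson, permutation p = 0.134) across the 87 genes that fell. The spread between the actual lines is not given in the 3 deposited tables used here. A further deposited file of normalized counts has columns without names, which could not be assigned to lines. From the similar fold changes of both alleles outside the deletion, although one chromosome alone carries it, the paper proposes effects in trans on mRNA levels.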

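For the DE alleles of C57BL/6J on chromosome 4, the overlap was computed with the segments of Table S4 that belong to +DBl6 DIRs, the shared ones and those unique to +DBl6. Of the 39 alleles, 6 (15.4%) touched such a segment, and all 6 lay among the 27 outside the deletion interval (22.2% of these). Of the 990 tested genes of chromosome 4, 220 (22.2%) touched one. With the 129S5 alleles, 2 of 39 (5.13%) did, or 2 of 17 (11.8%) outside the interval. Whether these shares differ between the alleles was not tested.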

In fact, 18 % of the C57Bl6/J DE alleles on chromosome 4 are contained within + _*D*_^*Bl*6^ DIRs (Additional file 6: Table S5C). Whether *trans* effects in gene expression induce the appearance of DIRs in the + _*D*_^*Bl*6^ chromosome, or vice versa, remains to be tested in future experiments (see Discussion).

## Discussion

Previous 4C-Seq analysis methodologies have been based on various statistical models [9, 11–15]. Here, we have developed a pipeline based on polymer physics specifically targeted for analyzing 4C sequencing experiments (4C-seq and PE-4Cseq). We have shown that this polymer physics based pipeline accurately quantifies changes in chromatin interaction between distinct 4C experiments; importantly, the pipeline can be used not only to analyze allelic chromatin interactions through PE sequencing, but also perform standard interaction analyses using single end sequencing on 4C-seq experiments. The pipeline corrects for intrinsic biases in 4C sequencing data, normalizes captures, and extracts the contact probability profiles (CPP) of multiple viewpoints to perform quantitative comparisons between different samples.

Compared to statistical methods, our analysis pipeline utilizes a minimal number of 4 viewpoints for data normalization. Therefore, it can be extended to the analysis of Hi-C data [18], where every restriction fragment in the genome acts as a viewpoint (Mukhopadhyay S. et al., in preparation). Analyzing a number of 4C viewpoints systematically is a cheaper alternative to genome-wide (Hi-C) experiments; we showed that our pipeline can quantify signatures of higher-order chromosome organization similar to Hi-C, but in an allele-specific manner.

The newly developed pipeline is especially suited for the analysis of chromatin interaction changes upon copy number variation. CNVs can alter chromosome structure by introducing additional large pieces of DNA into specific regions (duplications), or by positioning two different chromatin regions near to each other (deletions). Therefore, it is important to distinguish interactions that arise from a clear biological source, from those originated by polymer entropy. Since we explicitly constructed a null model of chromatin CPP, we were able to distinguish specific interactions not explained by altered genomic proximity upon DNA deletion.

To test the utility of this new pipeline, we studied the changes in chromatin organization occurring upon the deletion of a 4.3 Mb segment of mouse chromosome region 4E2. The mouse 4E2 chromosome band is a particularly interesting region as it is orthologous to human 1p36, where heterozygous deletions are recurrent in cancer [29] and originate a mental retardation syndrome (Monosomy 1p36) [30, 41, 42]. To our knowledge, this is the first study of the effects on chromatin architecture of a recurrent human CNV modeled in mouse.

Using allele-specific PE-4Cseq experiments on heterozygote deletion/WT (*Df/*+ _*D*_^*Bl*6^) MEFs, we uncovered extensive changes in local and long-range chromatin interactions occurring upon the 4.3 Mb deletion in 4E2. Up to 22 % of chromosome 4 sequence in *Df*, and ~10 % of sequence in + _*D*_^*Bl*6^ are engaged in altered intra-chromosomal contacts (DIRs) as revealed through the analysis of 4 viewpoints bordering the deletion. ~9 Mb of sequence is shared between *Df* and + _*D*_^*Bl*6^ DIRs, implying that the 4.3 Mb deletion was not affecting *Df* chromatin conformation alone, but also + _*D*_^*Bl*6^ by *trans* mechanisms. Interestingly, both *Df* and + _*D*_^*Bl*6^ DIRs are enriched for CTCF and Smc1 binding; these proteins have been previously identified as structural determinants of chromosome structure [20–26]. While unique *Df* DIRs may be a direct consequence of the alteration of preferred chromatin conformation in the 4E2 region, future studies are needed to determine how *cis* and *trans* effects in chromatin organization are derived. Possible causes may be due to changes in the transcriptome owing to the deletion of genes inside the deletion. It is noteworthy to mention that gene expression analysis through RNA-seq revealed an upregulation in CTCF and other chromosome condensation genes in *Df/*+ _*D*_^*Bl*6^ MEFs compared to +^*129*^/+^*Bl6*^. 

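Other genes for proteins whose binding the study examined within DIRs were looked up in the combined comparison. Smc1a (ENSMUSG00000041133), a cohesin subunit gene on the X chromosome at 148450971 to 148497237 of NCBI37/mm9, had mean normalized counts of 20598 in Df/+Bl6 and 13750 in +129/+Bl6 in the authors' deposited table, a log2 fold change of 0.58 (DESeq adjusted p = 0.00782). Med1 and Med12, which encode Mediator subunits, were tested and not called, and their values are not in the table.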

The increased expression of these proteins in *Df/*+ _*D*_^*Bl*6^ MEFs could have important consequences in chromosome architecture for this genotype, and directly participate in DIR formation in *cis* and *trans*. Future chromatin immunoprecipitation experiments would be able to test this hypothesis.

A surprising reduction of local chromatin compaction was identified for viewpoints located near the telomeric end of the *Df* chromosome. This result points to a new higher-order architectural change upon the occurrence of the 4.3 Mb deletion affecting over 1 Mb of the terminal part of *Df*. Additional experiments will test the hypothesis of whether chromatin tethering points exist within or neighboring the deletion region (such as LADs), which could cause the intervening chromatin to extend upon the occurrence of the 4.3 Mb deletion. We verified a select few *Df* DIRs as well as a chromatin decompaction region through 3D DNA FISH. Notably, we found a strong agreement between the strengths and direction of change for both experimental modalities, thus validating our PE-4Cseq analysis pipeline and demonstrating the existence of chromatin reorganization upon the occurrence of the deletion in *Df*.

Altered gene expression, as measured by RNA-seq, was observed for a significant number of genes falling within or flanking *Df* and + _*D*_^*Bl*6^ DIRs. Interestingly, there is a high genome-wide correlation between allelic fold expression changes for the non-deleted alleles. While it is possible that chromatin interaction changes may be responsible for the altered expression of these genes, deriving associations between gene expression and chromatin conformation in a DNA deletion context is not easily attained.

Future studies of chromatin architecture in deletion/duplication model systems will be essential to expand our understanding of human disorders linked to the presence of CNVs or other genomic rearrangements such as balanced chromosome translocations. The *Df/*+ _*D*_^*Bl*6^ mouse genotype can be a model of heterozygous Monosomy 1p36 deletions in human. Such deletions frequently occur *de novo* and tend to have different sizes and positions [42–45]. Interestingly, a case of two individuals presenting similar clinical features and different deletion sizes and positions was reported [43], which suggests that Monosomy 1p36 could be a syndrome where deletions could have positional effects in addition to altering gene dosage. 

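Table S12 lists 15 mouse orthologues of candidate genes with their positions in NCBI37/mm9. By the annotation of the same build, 9 of them touch a shared segment or a segment unique to Df in Table S4, which holds the parts of DIRs and not the complete DIRs. Of the 15, 11 were tested in the combined comparison and 2 were called, Ece1 and Prdm16. Prdm16 (ENSMUSG00000039410), in the deletion interval at 153690234 to 154010982, fell in the authors' deposited table from 1691 in +129/+Bl6 to 629.6 in Df/+Bl6 (log2 fold change -1.43, DESeq adjusted p = 1.43e-06), and its 129S5 allele fell by 7.72 in the authors' deposited table for that allele. Rere and Ski, the neighbours of the deletion, were tested and not called.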

Examining various Monosomy 1p36 candidate genes (Additional file 13: Table S12), we discovered that most of their mouse orthologues fall within *Df/*+ _*D*_^*Bl*6^ DIRs. 

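Ece1 (ENSMUSG00000057530) lies on the plus strand of chromosome 4 at 137418152 to 137521144 of NCBI37/mm9, 12.5 Mb before the limit of the deletion interval at the end of Rere. The shared segment of Table S4 from 137471001 to 137545000 covers 50144 of its 102993 bp. In the authors' deposited table its mean normalized count was 40056 in +129/+Bl6 and 23373 in Df/+Bl6 MEFs, a log2 fold change of -0.78 (DESeq p = 1.66e-05, adjusted p = 0.000707), and it ranked 364 by p among the genes called. It stays called at an adjusted p under 0.01. It is in neither allelic table. It is one of the 12 DE genes among 63 tested from 135 to 140 Mb, 10 of which were lower in Df/+Bl6.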

One such genes, endothelin-converting enzyme 1 (*Ece1*) [46, 47], 12 Mb upstream of the deletion region, is included in a *Df* DIR with a 30–40 % decrease in contact probability, and its expression is decreased in *Df/*+ _*D*_^*Bl*6^ MEFs. It is tempting to speculate that *Ece1* could be a candidate gene for which positional long-range effects on deletion alter gene expression, leading to phenotypic consequences in Monosomy 1p36 patients. However, this hypothesis remains to be tested.

## Conclusions

In summary, the development and validation of a new PE-4Cseq analysis framework based on polymer physics has revealed the extensive impact of a 4.3 Mb deletion in mouse chromosome 4 on local and global chromatin organization and gene expression. Future studies will assess deletions or duplications in other regions of the genome to determine if similar or different effects on gene expression and nuclear organization occur. Such studies will shed more light on the complex interplay between gene expression, chromosome structure and genomic rearrangements, and their impact on disease states.

## Methods

### 4E2 4.3 Mb deletion mouse models

In order to study chromatin organization of a DNA deletion in a heterozygous setting, we used an engineered mouse model for which we could identify the deletion chromosome from its WT homologue. For this reason, we used *Df*, a well characterized 4.3 Mb engineered deletion of the 4E band spanning D4Mit190-D4Mit51 derived from 129S5/SvEv^Brd^ ES cells [19]. First generation chimeras were bred and mated with C57BL/6J females to produce F1 *Df/*+ _*D*_^*Bl*6^progeny. F1 + ^*129*^/+^*Bl6*^ crosses were used as controls. MEFs were derived from 13.5 day *Df/*+ _*D*_^*Bl*6^and +^*129*^/+^*Bl6*^ embryos, and confluent passage 4 MEFs were used for all the experiments (see SI Experimental Methods for protocol details). The phenotypic characteristics of *Df/*+ _*D*_^*Bl*6^ MEFs and mice are as previously described [19].

### 4C template preparation

4C templates for *Df/*+ _*D*_^*Bl*6^ (MEF lines 129S5E71 and 129S5E98) and +^*129*^/+^*Bl6*^ (MEF lines 129S5E117 and 129S5E118) were prepared as described in [9]. See the Supplemental text for a detailed protocol on 4C template preparation, PE-4Cseq viewpoint sequencing, and reads mapping.

### Polymer physics analysis of PE-4CSeq data

Our generalized Gaussian model is defined by the joint distribution of the set of spatial positions {*x*_*i*_} of all the fragments *i*, and is given by $$ \boldsymbol{P}\left(\left\{{x}_i\right\}\right)={\displaystyle {\prod}_{i=1}^{N-1}}{\left(\frac{k_{i,i+1}}{2\pi}\right)}^{\frac{3}{2}} \exp \left[ - {k}_{i,i+1}{\left({x}_i-{x}_{i+1}\right)}^2/2\right], $$ where *k*_*i*,*i* + 1_ is the spring constant associated with the chromatin segment intervening the centers of fragments *i* and *i* + 1 neighboring along the chromatin fiber. In a purely Gaussian model, the *k*_*i*,*i* + 1_ ∼ 1/*s*_*i*, *i* + 1_, where *s*_*i*, *i* + 1_ is the length of the chromatin segment. We allow for a general and local scaling of the contact probability, $$ {P}_{i,i+1}\sim {s}_{i,\ i+1}^{\nu_i}, $$ and therefore a general scaling of $$ {k}_{i,i+1}\sim {s}_{i,\ i+1}^{2{\nu}_i/3} $$. A similar generalized Gaussian model, with no local variability of the exponent, is rather old in the polymer physics literature where it was studied as an approximation to the self-avoiding polymer [17]. The model offers an approximate description of the chromatin polymer at the length-scales of 4C measurements, which we discuss next.

We did not assume that the chromatin can be modelled at all length scales by a Gaussian polymer. The length-scales at which the model aims to describe the chromatin polymer are the typical distances between the multiple viewpoints; at around 0.5 Mb for our experiments. *Dpn*II cutter fragment sizes have a median of ~3Kb, which is the resolution at which each PE-4Cseq experiment queries the BCP (biased contact probability, see main text). However, at this resolution we only had “one-sided” BCP corresponding to one viewpoint with all fragments (*F*_*Ij*_ for viewpoint *I* and fragment *j*). In order to correct for biases in a general manner, the “two-sided” information of fragment-fragment contact is needed. We obtained this information in two steps: (1) We used the scaling form $$ {F}_{Ij}\sim {s}_{Ij}^{\nu_I} $$ to fit the logarithm of BCP *F*_*Ij *_against the logarithm of genomic distances *s*_*Ij*_ (of viewpoint *I* to fragment *j*) using a smoothing spline. A smoothing spline, as opposed to a linear fit, is used because the scaling form is not expected to apply at very large separations (>100 Mb), where contacts are expected to be very rare and the signal to noisy ratio very poor, and nuclear confinement effects may dominate. The scaling form also breaks down at short distances corresponding to the measurement resolution we discussed above [16, 18]. The slope of the smoothing spline at 100 Kb is reported as the local exponent *ν*_*I*_. This length scale is chosen from observation that the spline fit is typically linear from 10 Kb to 10 Mb for all viewpoints (see Additional file 1). (2) The smoothing spline fit provides the average BCP *F*_*IJ*_ for viewpoints *I*with all other viewpoints *J*. It is important to consider the average, from such a log-log fit, instead of capture data for the fragments that overlap the viewpoint region *J*, because the latter may be dominated by specific biological interactions and is not the typical behavior of the null model. As mentioned in the text, *F*_*IJ*_ ≠ *F*_*JI*_ owing to biases.

We modeled biases by expressing *F*_*IJ*_ = *C*_*I*_*C*_*J*_*K*_*I*_ *P*_*IJ*_. Here *P*_*IJ*_ is the unbiased contact probability, given by our null model to be $$ {P}_{IJ}={s}_{Ij}^{\nu_I} $$. The constants *C*_*I*_ and *C*_*J*_ are the viewpoint-dependent bias factors, and the constant *K*_*I*_ is the bias factor for the capture data experiment of viewpoint *I*. Note that the experiment for viewpoint *J* has a distinct bias factor, *F*_*JI*_ = *C*_*I*_*C*_*J*_*K*_*J*_ *P*_*IJ*_. In log space, a system of linear equations for *C*’s and *K*’s is solved by the least-square method. We only considered the nearest and next-neighbor viewpoint pairs in the system of equations and show that the biases for all other pairs are robustly reduced (Additional file 1: Figure S2).

To compute the CPP (Contact Probability Profile) we thresholded the capture reads for all fragments *α* with a cutoff of 5. We add a pseudo-count of 1 to all reads so that missing capture data do not give rise to false DIRs. The CPP for viewpoint *I* and fragment *α* is computed as $$ {P}_{I\alpha }=\frac{F_{I\alpha }}{C_I{K}_I}, $$ where *F*_*Iα*_ is the corresponding BCP. We smoothed the raw CPP using a Gaussian kernel with a standard deviation of 20 Kb (and window size four times the standard deviation). This smoothing factor is in the upper range of viewpoint sizes (~0.5–20Kb) which determine the genomic resolution of the PE-4Cseq measurement. We compared the CPPs to report DRCP (Differential Relative Contact Profile) at a signal strength (>5 %) defined by the percentage relative change for smoothed logarithm of CPP profiles of *a* and *b* being compared, (log *P*_*a*_ − log P_b_)/log *P*_*a*_. We then tested the statistical significance of each DRCP signal by comparing the raw data (CPPs) for *a* and *b* within a window of 80 Kb bracketing each DRCP location. Because the comparison is in difference of the mean of two samples we use a nonparametric test, the Mann-Witney *U* test. Only when the signal is statistically significant (*p*-value < 0.5) in *both* biological replicates in the window, we report the region as a significant DIR. The PE-4Cseq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibusand are accessible through GEO Series accession number GSE64360 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64360).

### 3D DNA FISH

Pairs of differentially labeled (Alexa 594 and Alexa 488) BAC probes bordering the deletion start and end were used (Additional file 8: Table S7A). A third BAC probe (labeled with Alexa 647) was included inside the deletion region, so that each measurement is identified as belonging to either the WT or deletion chromosome based on signal proximity. *Df/*+ _*D*_^*Bl*6^ (129S5E56) and +^*129*^/+^*Bl6*^ (129S5E118) MEF slides were prepared using 60 % confluent cultures, and processed with a FISH protocol that preserves nuclear morphology [48]. Hybridization mixes were made by combining 3 μl nick-translated BAC probes (Abbott Molecular) with 5 μl mouse Cot1 DNA, 5 μl yeast tRNA, and 5 μl ssDNA, and lyophilized in Speed-Vac for ~20 min. Lyophilized probes were resuspended in 10 μl deionized formamide (Ambion), mixed with 10 μl 2X hybridization buffer, and dotted on clean slides. Coverslips of the specific analyzed genotypes were overlaid, and sealed with rubber cement. Sealed slides were put onto a 75 °C heat block for exactly 3 min, and hybridized overnight at 42 °C in humid chamber. Post-hybridization washes include: twice in 50 % formamide/2X SSC for 10 min at 42 °C (water bath), twice in 2X SSC for 10 min at 42 °C (shaking), twice in 1X SSC for 10 min at 42 °C (shaking). Coverslips were equilibrated in 4X SSC for 3 min at RT, stained with DAPI/4X SSC for 3 min, rinsed in 4X SSC, and mounted on clean microscope slides. Images from 100+ cells were obtained per BAC pair per genotype using an Applied Precision DeltaVision Core wide-field fluorescence microscope system (GE Healthcare) using a PlanApo 60X 1.40 numerical aperture objective lens (Olympus America). Image stacks were taken at 0.3 μm intervals throughout the entire cell and deconvolved using Applied Precision softWoRx software version 4.2.1 with default parameters. To measure query probe physical distances in 3D DNA FISH experiments we developed an automatic image analysis approach comprising 3D segmentation of cell nuclei and FISH signals, identification of relevant signals, automatic classification in WT or deletion chromosomes, and automatic 3D quantification (available upon reader’s request).

### Polymer physics analysis of FISH data

We used our generalized Gaussian model, introduced in the previous section, to fit the measured distributions of spatial separations of probe pairs in the FISH experiments. In this context, the model dictates the functional form of the probability distribution of spatial distances between FISH probes *I* and *J* in over a hundred nuclei; $$ P(r)dr = 4\ \pi\ {r}^2{\left(\frac{k_{IJ}}{2\ \pi}\right)}^{\frac{3}{2}} \exp \left[ - {k}_{IJ}\ {r}^2/2\right]\ dr, $$ where *k*_*IJ*_ is the only fitting parameter. We observed that the model fits the measured distribution satisfactorily for all pairs [49]. A Gaussian model is the most parsimonious when quantifying differences in the mean behavior of probe-distances. The spring constant *k*_*IJ*_ is a quantitative measure of the strength of long-range chromatin interactions. In the FISH experiments, the homologous chromosomes in WT (+^*129*^ and + ^*Bl6*^) cannot be distinguished, however, the homologous chromosomes in the deletion heterozygote genotype (*Df* and + _*D*_^*Bl*6^) can be differentiated, due to one FISH probe being within the deletion region. We constructed analogous 4C comparisons, namely DRCP between *Df* and the average CP of +^*129*^ and + ^*Bl6*^. We reported the differential in *k*_*IJ*_ relative to the WT, (*k*_*IJ*_^*df*^ − *k*_*IJ*_^*WT*^)/*k*_*IJ*_^*WT*^, for quantitative comparison between PE-4CSeq results and FISH validation. We could have also reported probability of contacts between the BACset loci using the distribution of physical probe distances as measured on the microscope. However, the interaction volume within which two fragments are measured as a contact in the 4C capture data is unknown (i.e., the volumes of the nuclei from which the 4C template was obtained is unknown). A direct comparison between FISH and 4C is not feasible without the knowledge of this interaction volume.

### RNA-seq analysis

RNA from seven independent primary MEF lines was isolated (+^*129*^/+^*Bl6*^: 129S5E88, 129S5E90, 129S5E95; *Df/* + _*D*_^*Bl*6^: 129S5E36, 129S5E56, 129S5E71, 129S5E98) using TRIzol reagent (Ambion), and polyA+ RNA was isolated (Oligotex kit; QIAGEN). Stranded libraries were prepared using a protocol adapted for paired-end sequencing on the Illumina GA IIx platform [50]. PEx100 reads were separately aligned to both the C57BL/6J and 129S5/SvEv^Brd^ transcriptomes. We used the Ensembl release 72 gene set for the C57BL6/J transcriptome (GRCm38/mm10) [51]. The 129S5/SvEv^Brd^ transcriptome was constructed by modifying the C57BL/6J transcriptome using SNPs and indels calls derived from [31]. Where multiple transcripts exist for a gene, we selected the longest transcript as the representative transcript for the gene in the transcriptome. We used the GSNAP alignment algorithm with the parameter of no mismatches [52]. Reads were filtered to keep only those with one best mapping location. To obtain estimates of expression values, we only counted those reads aligning at a gene location if both reads of a paired-end set were mapped to the same gene. To avoid biological interpretation from mapping noise, we excluded genes with less than 10 reads mapping to each allele if this occurs across genotypes. Differential expression analyses were performed using the R Bioconductor package – DESeq [53], using an FDR cut-off of 0.05. We performed non-allele-specific differential expression analyses (pairwise between WT and deletion heterozygote) using counts summed from both alleles. Allele-specific analysis were performed only using reads that mapped to the transcriptome of each strain and compared in a pairwise manner, that is, between *+*^*129*^*/+*^*Bl6*^ samples (C57BL/6J x 129S5/SvEv^Brd^) and *Df/*+ _*D*_^*Bl*6^ samples. To account for the allelic mapping biases that is a result of more reads mapping to the C57BL/6J transcriptome, we tested for changes in the proportion of reads mapping to each allele between treatment and WT groups, on a gene by gene basis, to determine whether similar degree of changes to expression levels occurred between alleles. Counts were normalized using DESeq and tests were done using the R function, prop.test, using median counts across replicates and *p*-values were adjusted for multiple testing in R using the fdr method (adjusted *p*-value cut-off = 0.01). The software GREAT was used for functional term enrichment analysis with single gene associations [54] as well as WEB-based GEne SeT AnaLysis Toolkit with hypergeometric tests and Bonferroni corrections [55]. Locations were mapped to the NCBI37/mm9 genome for correlation testing using UCSC LiftOver. The RNA-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Zepeda Mendoza et al., 2015) and are accessible through GEO Series accession number GSE64360 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64360).

## Additional files

Additional file 1: Figure S1. Result of bias-correction for a simulation of biases in multi-viewpoint 4C experiment (with 100 viewpoints). **Figure S2.** Overview of PE-4Cseq methodology. **Figure S3.** Positions of DIRs for all viewpoints 1, 2, 11 and 12 are compared against structural protein binding sites. First track is for *Df* and +^*129*^ comparisons and second track is for + _*D*_^*Bl*6^ and + ^*Bl6*^ comparison. **Figure S4.** Calculated *ν* per viewpoint for + _*D*_^*Bl*6^ vs + ^*Bl6*^. + _*D*_^*Bl*6^ (red squares). **Figure S5.** Distance distributions between query probes for (A) BACset1, (B) BACset2, (C) BACset3, (D) BACset4, FISH experiments. (DOCX 1390 kb) Additional file 2: Table S1. (a) Positions and (b) C57Bl6/J-129S5/SvEvBrd SNP information for analyzed PE-4Cseq viewpoints on chromosome 4. Primers used for Sanger sequencing are shown. (XLSX 26 kb) Additional file 3: Table S2. Summary of median magnitude of change, direction, and number of *df* DIRs for viewpoints 1, 2, 11, and 12. Notice how viewpoint 1 displays an increase in contact probabilities with surrounding sequences (64 % of total detected regions), while viewpoints 2 and 11 show mostly a decrease in interactions (60 % for viewpoint 2, and 95 % for viewpoint 11). Viewpoint 12 has both increase and decrease in interactions in approximately the same magnitude (~50 %). (XLSX 10 kb) Additional file 4: Table S3. Summary of median magnitude of change, direction, and number of + _*D*_^*Bl*6^ DIRs for viewpoints 1–12. Notice how only viewpoint 5 displays an increase in contact probabilities (63 % of total regions). Viewpoints 3, 4, and 9 show a ~50 % split between regions with an increase and decrease in contact probabilities, while the rest of the viewpoints show a variable range in the decrease in interactions (60–79 % of total regions per viewpoint). (XLSX 10 kb) Additional file 5: Table S4. Unique (a) *df* and (b) *Df/*+ _*D*_^*Bl*6^ regions. All chromosome 4 positions are shown. (XLSX 12 kb) Additional file 6: Table S5. (a) Summary of *df* DIRs overlap with CTCF, Mediator, and cohesin binding sites. Column 1, *Region*, refers to the viewpoint assessed. Column 2, *diffsites*, refers to *df* DIRs. Column 4, *no. sites* and feature name corresponds to the number of DIRs that contain the specified genomic feature. Column 6, *bp sites* feature, presents the sum of DIRs bp which contain the specified feature. Column 8, *no.* features, indicates the number of features included inside DIRs. Percentages in columns 5, 7, and 9 are calculated based on the total number of regions or features in the preceding column. (b) Summary of *df* DIRs overlap with CTCF, Mediator, and cohesin binding sites. Column 1, *Region*, refers to the viewpoint assessed. Column 2, *diffsites*, refers to *df* DIRs. Column 4, *no. sites* and feature name corresponds to the number of DIRs that contain the specified genomic feature. Column 6, *bp sites* feature, presents the sum of DIRs bp which contain the specified feature. Column 8, *no.* features, indicates the number of features included inside the DIRs. Percentages in columns 5, 7, and 9 are calculated based on the total number of regions or features in the preceding column. (c) Summary of + _*D*_^*Bl*6^ DIRs overlap for viewpoints 1, 2, 11, and 12 with CTCF, Mediator, and Smc1 binding sites. Column identities are as described in (a). (d) Summary of Monte Carlo simulations for assessing statistical significance of protein binding overlaps for + _*D*_^*Bl*6^ DIRs for viewpoints 1, 2, 11, and 12. Column identities are as described in (b). Notice the significant *p*-values obtained for CTCF and Smc1 binding (*p*-val < 0.001, rounded down to zero in table). (XLSX 31 kb) Additional file 7: Table S6. Sequencing LAD (sLAD) positions detected for the terminal part of chromosome 4. Data derived from 3 T3 MEFs^40^. Marked in yellow is the extensive sequence stretch bordering the CNV devoid of sLADs. Marked in green are the sLAD regions inside the CNV. (XLSX 11 kb) Additional file 8: Table S7. BACS used for selected PE-4Cseq and chromatin decompaction regions. a) Location of BACs used in 3D DNA FISH experiments for the validation of df PE-4Cseq DIRs and chromatin decompaction. b) Number of CTCF, Med1, Med12, and Smc1 protein binding sites^33^ overlapping each BAC used for 3D DNA FISH experiments. c) Proportions of CTCF, Med1, Med12, and Smc1^33^ protein binding sites overlapping each BAC used for 3D DNA FISH experiments normalized by BAC size. (XLSX 377 kb) Additional file 9: Table S8. Combined DE genes of three +^*129*^/+^*Bl6*^ and four *Df/*+ _*D*_^*Bl*6^ MEF revealed by RNA-Seq. (XLSX 170 kb) Additional file 10: Table S9. GO “condensed nuclear chromosome” table of DE genes in *df/+* ^*Bl6*^ MEFs. (XLSX 12 kb) Additional file 11: Table S10. 129S5/SvEvBrd allele-specific DE genes of three +^*129*^/+^*Bl6*^ and four *Df/*+ _*D*_^*Bl*6^ MEF revealed by RNA-Seq. (XLSX 40 kb) Additional file 12: Table S11. C57Bl6/J allele-specific DE genes of three +^*129*^/+^*Bl6*^ and four *Df/*+ _*D*_^*Bl*6^ MEF revealed by RNA-Seq. (XLSX 48 kb) Additional file 13: Table S12. Candidate genes associated with different Monosomy 1p36 phenotypes. Their corresponding mouse homologues are shown in column 3, together with their chromosomal positions (columns 5,6). Their overlaps with *df* DIRs are displayed in columns 7–9, as well as the direction of change of the contact probabilities (1 = increase,–1 = decrease. Both compared to +^*129*^). RNA-Seq derived expression in *Df/+* ^*Bl6*^ MEFs is shown in columns 11,12. Mouse gene coordinates are expressed in NCBI37/mm9 assembly, while human is GRCh38. (XLSX 11 kb)

# Supplementary material for: Quantitative analysis of chromatin interaction changes upon a 4.3 Mb deletion at mouse 4E2
**Source:** BMC Genomics. 2015 Nov 21;16:982. doi: 10.1186/s12864-015-2137-5
**Supplement:** Additional file 1: Figure S1. — Result of bias-correction for a simulation of biases in multi-viewpoint 4C experiment (with 100 viewpoints). Figure S2. Overview of PE-4Cseq methodology. Figure S3. Positions of DIRs for all viewpoints 1, 2, 11 and 12 are compared against structural protein binding sites. First track is for Df and +129 comparisons and second track is for + DBl6 and + Bl6 comparison. Figure S4. Calculated ν per viewpoint for + DBl6 vs + Bl6. + DBl6 (red squares). Figure S5. Distance distributions between query probes for (A) BACset1, (B) BACset2, (C) BACset3, (D) BACset4, FISH experiments.

**Supplementary Information**

**Quantitative analysis of chromatin interaction changes upon a 4.3Mb deletion at mouse 4E2**

Cinthya J. Zepeda-Mendoza*^1^, Swagatam Mukhopadhyay*^2^, Emily S. Wong^3^, Nathalie Harder^4^, Erik Splinter^5^, Elzo de Wit^5^, Melanie A. Eckersley-Maslin^1,6^, Thomas Ried^7^, Roland Eils^4^, Karl Rohr^4^, Alea Mills^1,2^, Wouter de Laat^5^, Paul Flicek^3^, Anirvan M. Sengupta^8^, David L. Spector^1,2^

* These authors contributed equally to this work.

**Contents**

**Supplementary methods** 3

Generation of F1 +129/+Bl6 *and Df*/$+DBl6$ *Embryos* 3

MEF Preparation and Cell Culture 3

3D DNA FISH 3

4C Template Preparation 4

PE-4CSeq Viewpoint Amplifications, Sequencing, and Reads Mapping 5

Simulation study of bias correction for PE-4CSeq data 6

Random sampling overlaps for DIR and structural proteins binding sites 6

**Supplemental Figures** 8

Figure S1 8

Figure S2 10

Figure S3 11

Figure S4 12

Figure S5 13

**Supplementary Tables** 17

Table S1. 17

Table S2. 17

Table S3. 17

Table S4. 17

Table S5. 17

Table S6. 17

Table S7. 17

Table S8. 18

Table S9. 18

Table S10. 18

Table S11. 18

**References** 18

# **Supplementary methods**

## **Generation of F1 +129/+Bl6 and *Df*/**$\mathbf{+}_{\boldsymbol{D}}^{\boldsymbol{Bl}\mathbf{6}}$ **Embryos**

The *Df/Dp* mouse strain described in Bagchi et al, 2007, was re-established by injecting the chromosomally-engineered D4Mit190-D4Mit51 *Df/Dp* ES cell line into C57BL/6J blastocysts and put into surrogate mothers. F1 progeny from segregating chimeras X C57BL/6J crosses were genotyped by PCR on tail-derived DNA. *Df* genotyping was performed using primer pairs #2137 (df FWD): 5' – CCTCATGGACTAATTATGGAC – 3' and #2138 (df REV): 5' – CCAGTTTCACTAATGACACA – 3', using the following PCR conditions: 94°C for 4 minutes, followed by 40 cycles of 30 s at 94°C, 1:15min at 53°C, and 2:30min at 70°C, and a final cycle of 5 min at 70°C. 25μl genotyping reactions were made using 2.5 μl 10X PCR buffer, 0.5 μl of dNTPs (10mM, New England BioLabs), 1.25 μl of each primer (10μM), 1 μl of DNA (20-50ng), 1.25 μl of DMSO, 17.1 μl of dH2O, and 0.15 μl of TaqPolymerase (AmpliTaq DNA polymerase, Applied Biosystems, 5U/μl). PCR product is approximately 2.2Kb in size. dp genotyping was performed using primer pairs #1991 (dp FWD): 5' – CGGTAGAATTTCGAGGTCGCTAG - 3' and #1992 (dpREV): 5' – GCCCAAGCTGATCCGGAACCC – 3', using the following PCR conditions: 94°C for 4 minutes, followed by 40 cycles of 30 s at 94°C, 1 min at 63°C, and 2:30min at 70°C, and a final cycle of 5 min at 70°C. 25μl genotyping reactions were made using 2.5 μl 10X PCR buffer, 0.5 μl of dNTPs (10mM), 1.25 μl of each primer (10μM), 1 μl of DNA (20-50ng), 18.35 μl of dH2O, and 0.15 μl of TaqPolymerase (AmpliTaq DNA polymerase, Applied Biosystems, 5U/μl). PCR product is approximately 800bp in size.

## **MEF Preparation and Cell Culture**

Embryos of *Df/Dp* male chimeras X C57BL6/J crosses were dissected at 13.5 days after plug observation. Heads were removed for DNA extraction and genotyping, and the bodies minced by passing through syringes with 18G1 ½ and 20G 1 ½ needles and plated on 10cm dishes previously coated with 0.1% gelatin and using for culture Dulbecco's Modified Eagle Medium (DMEM) High Glucose (4.5g/L) supplemented with 10% Fetal Bovine Serum (FBS) (v/v), 50U/ml Penicillin G, and 100µg/ml Streptomycin sulfate. Cells were incubated on 5% CO_2_ at 37°C, and passaged every 2-3 days depending on confluency and growth rate. All experiments were subsequently performed on MEF plates 10 hours after reaching confluency at passage 4.

## **3D DNA FISH**

3D DNA FISH was performed as described in [^53^](#_ENREF_53). In summary, ~60% confluent MEF #1.5 22mm acid cleaned coverslips were prepared by fixing cells in 4% PFA/PBS for 10min at RT. During the last minute, 2 drops of 0.5% Tx100/PBS were added. Coverslips were then washed 3 times in PBS for 5 min at RT. Nuclei were permeabilized by incubating coverslips in 0.5% Tx100/PBS for 10 min at RT, washed in PBS 3 times for 5 min, and incubated with 0.1mg/ml RNAseA/PBS for 30 min at 37°C. After washing coverslips 3 times in PBS for 5 min at RT, these were transferred twice to coplin jars with freshly-made 20% Glycerol/PBS. Coverslips were incubated overnight at 4°C in 20% Glycerol/PBS, and subsequently submerged into liquid nitrogen, frozen and thawed for a total of 5 times, soaking with 20% Glycerol/PBS between each freeze/thaw cycle. Cells were washed 3 times in PBS for 5 min at RT, briefly rinsed in 0.1N HCl, and then incubated in fresh 0.1N HCl for 10 mins. Finally, coverslips were washed 3 times in PBS for 5 min at RT, equilibrated in 2x SSC for 5 min, and incubated in 50% Formamide/2x SSC for 30 min. Prepared coverslips were stored at 4°C until further used.

Hybridization mixes were prepared by nick translating isolated BAC DNA. Reactions include: x µl (2µg) of maxi-prep BAC DNA, 22-x µl nuclease free water, 2.5µl 0.2mM labeled dUTP (green: Alexa 488, red: Alexa 594; Cy-5: Alexa 647, Life Technologies), 5µl 0.1mM dTTP (Roche), 10µl dNTP mix (0.1mM, New England BioLabs), 5µl 10X nick translation buffer, and 5µl nick translation enzyme (Abbott Molecular Inc.). Reactions were incubated at 15°C for 10hrs, heat inactivated at 70°C for 10 min, and cooled down to 4°C. Reactions were transferred to 1.5ml tubes and mixed with 1µl of 0.5M EDTA, 1µl of linear acrylamide (Ambion), 5 µl of 3M NaOAc (pH 5.2), and 125 µl of 100% EtOH (-20°C cold), and incubated overnight at -20°C. Samples were then centrifuged at 20,000g for 1 hr at 4°C. At this point the colored pellet should be visible. Pellets were cleaned by adding 1ml of 75% EtOH, centrifuged at 14,000RPM for 5 min, repeating the last two steps, drying the pellet in 37°C incubator for 15 min, and dissolving in 50 µl of DEPC-treated water by vortexing at 37°C for 1 hr. Hybridization mixes were made by combining 3µl nick-translated probe with 5 µl mouse Cot1 DNA, 5 µl yeast tRNA, and 5 µl ssDNA, and lyophilized in Speed-Vac for ~20min. Hybridization buffer was made using 4XSSC, 20% dextran sulfate, and dH2O, mixed together and kept in the heating block at 37°C. Lyophilized probes were resuspended in 10µl formamide (Ambion) and kept shaking in the heating block at 37°C for at least 30min. 10µl of hybridization buffer were added to the 10µl fluorescent probes, and the mix was loaded onto clean glass slides. The prepared coverslips were mounted cell-side down onto the hybridization mix, sealed with rubber cement, and kept in the dark until dry. Sealed slides were put onto 75°C heat block for exactly 3min, and hybridized overnight at 42°C in humid chamber. Post-hybridization washes include: twice in 50% formamide/2x SSC for 10min at 42°C (water bath), twice in 2x SSC for 10min at 42°C (shaking), twice in 1x SSC for 10min at 42°C (shaking). Coverslips were equilibrated in 4x SSC for 3min at RT, stained with DAPI/4x SSC for 3min, rinsed in 4x SSC, and mounted on clean microscope slides. Coverslips were sealed with nail polish, and imaged using an Applied Precision DeltaVision Core wide-field fluorescence microscope system (GE Healthcare, Issaquah, WA) equipped with a PlanApo 60x 1.40 numerical aperture objective lens (Olympus America).

## **4C Template Preparation**

4C templates for *Df/*$+_{D}^{Bl6}$ (MEF lines 129S5E71 and 129S5E98) and +*^129^*/+*^Bl6^* (MEF lines 129S5E117 and 129S5E118) were prepared as described in [^12^](#_ENREF_12). Briefly, 1x107 MEFs were cross-linked for 10 min at RT using 2% formaldehyde (Calbiochem) and 10%FCS in PBS (pH 7.4). 10 ml reactions were transferred to ice and added 1.425ml of 1M glycine, followed by centrifugation for 8 min at 225g at 4°C. Supernatant was subsequently removed and the resulting cell pellet resuspended in 500 μl of ice cold nuclei buffer (10mM Tris pH 7.6, 10mM NaCl, 2mM MgCl2, dH2O) containing protease inhibitors (Roche) for 10 min on ice. An equal volume of nuclei buffer/0.5% NP-40 was added to the tube and incubated for 5 min on ice. Samples were vortexed for 10 s and centrifuged for 1 min at 1,000g and 4°C. Cells were washed once in nuclei buffer/0.5% NP-40 containing protease inhibitors and centrifuged for 1 min at 1,000g and 4°C.

Pellets were resuspended in 450µl dH2O and 60µl 10X restriction buffer (buffer 2 supplied with *Hind*III enzyme, New England BioLabs), incubated 1 hr with 15µl 10% SDS shaking at 900RPM at 37°C, and followed by an additional 1 hr incubation with 75µl 20% Triton X-100. 5 µl aliquots were taken as undigested controls and stored at 4°C. Samples were subsequently digested by adding 800U of *Hind*III (New England BioLabs) and incubating overnight at 37°C while shaking. 5 µl aliquots were taken as digested controls and de-crosslinked by incubation with 10 μl Proteinase K (10mg/ml, Roche) in 90 μl of 10 mM Tris (pH 7.5) at 65 °C for 1 h. Digestion efficiencies were estimated based on the pattern of smear of the undigested and digested controls by running 20 μl of decrosslinked sample on a 0.6% agarose gel. If digestion was sufficient, *Hind*III was inactivated by incubating the sample for 20 min at 65°C (shaking gently). The digested nuclei were transferred to a 50 ml falcon tube and mixed with 5.7ml dH2O, 700 μl 10X Ligase Buffer, and 50U T4 Ligase (Roche), and incubated overnight at 16°C. Ligation efficiency was determined by taking 100 μl of ligation reaction and incubating 1 hr at 65°C with 5 μl Proteinase K (10 mg/ml). When run in a 0.6% agarose gel, ligated DNA should appear as a single upper band similar to the undigested control. If ligation occurred, DNA crosslinks were reversed by adding 30 μl of 10 mg/ml Proteinase K and incubation at 65 °C overnight. Subsequently, 15 μl of 20 mg/ml PureLink RNase A (Invitrogen) was added and the reactions incubated for 45 min at 37 °C, followed by phenol extraction and DNA purification as described in Splinter et al, 2012. The DNA pellet was dissolved in 150 μl of 10 mM Tris (pH 7.5), and digested overnight with 50U *Dpn*II (New England BioLabs) at 37°C while shaking. An aliquot of 5 μl was taken from the *Dpn*II reaction and mixed with 95 μl of 10 mM Tris (pH 7.5), and 20 μl loaded into a 0.6% agarose gel to assess digestion efficiency. If sufficient digestion was achieved, *Dpn*II was heat inactivated by incubating 20 minutes at 65°C, and DNA was ligated at low concentrations (12.1ml dH2O, 1.3ml 10X ligation buffer, 100U T4 DNA Ligase) overnight at 16°C. DNA was phenol extracted and ethanol precipitated with glycogen (Roche) as a carrier. The resulting 4C templates were purified using QIAquick PCR purification kit columns (Qiagen), dissolved in 10 mM Tris (pH 7.5), and stored at -20°C.

## **PE-4CSeq Viewpoint Amplifications, Sequencing, and Reads Mapping**

Inverse 4C amplification primers were designed per viewpoint following standard rules for PCR primer design, and checking alignment uniqueness to the desired fragment as compared to the rest of the genome. Primers used in this study are listed in Supplementary Table 1c. Additionally, amplification primers for all viewpoints were added the PE1 and PE2 Illumina paired-end primers plus a 1-2 nucleotide barcode in their 5' ends for HiSeq PEx100 sequencing.

Each of the 14 viewpoints was amplified from the available *Df/*$+_{D}^{Bl6}$ and +*^129^*/+*^Bl6^* 4C templates in reactions using 3.2µg 4C template, 16µl dNTP (10mM, New England BioLabs), 24µl reading primer PE1 of a 1µg/µl primer stock, 24µl reading primer PE2 of a 1µg/µl primer stock, 11.2 µl Expand Long Template polymerase (Roche), 80µl 10X PCR buffer 1 (supplied with polymerase), and dH2O until completing 800µl total. This volume is then mixed and separated into 16x50µl PCR reactions, and run using the following program: 94 °C for 2 min, followed by 30 cycles of 15 s at 94 °C, 1 min at 55 °C and 3 min at 68 °C, and one final step of 5min at 68 °C. PCR reactions were subsequently collected and pooled together, and purified using the High Pure PCR Product Purification Kit (Roche) for viewpoints amplified on 129S5E71 and 129S5E117 4C templates, or using AMPure beads (Beckman Coulter) with a 0.9X volume ratio for viewpoints amplified from 129S5E98 and 129S5E118 4C templates. Equimolar amounts of isolated captured viewpoints were pooled together using the KK4824 kit to correct for insert size lengths (Kapa Biosystems). Pooled libraries were sequenced using two lanes of HiSeq PE100.

Obtained reads were separated using custom perl scripts based on the sample and genotyping SNP on PE1 reads. PE2 reads were trimmed to 30bp to have the highest quality bases for captures mapping. Alignments were performed using bowtie against a reduced database of sequences bordering *Hind*III restriction sites in the NCBI37/mm9 assembly. Up to 3 mismatches were accepted per read to account for SNPs in the 129S5/SvEvBrd sequence, and only uniquely mapped reads were taken into account for the 4C data analysis.

## **Simulation study of bias correction for PE-4CSeq data**

In order to determine the performance of the bias correction method perform the following test on simulated data. We first compute the contact probability $P\left( i,j \right)=\prod_{i=1}^{N-1} \left( \frac{k_{i,j}}{2\pi} \right)^{\frac{3}{2}}$ for a Gaussian polymer of $N$ fragments. The spring constants $k_{i,j}=\frac{1}{L_{i,j}}$, where $L_{ij}$ is the genomic separation between fragments. The simulated data is $F\left( i,j \right)=C_{i} C_{j}K_{i} P\left( i,j \right)$ where $C_{i}, K_{i}$ are uniform random numbers in $\left( 0,1 \right]$; $C_{i}$are the bias factors associated with each fragment, and $K_{i}$are the bias factors associated with each experiment (see main Paper, Methods). From the fall off (in log-scale) of $F\left( i,j \right)$, we determine that the polymer obeys random walk scaling. We then compute $P^{c}\left( i,j \right)$ from the Gaussian form, where the superscript indicates “computed”. We then solve the set of linear equations for the unknowns $C_{i}^{c}$ and $K_{i}^{c}$ and the computed $P^{c}(i,j)$. The equations are, $\log F\left( i,j \right)=\log C_{i}^{c}+\log C_{j}^{c}+ \log K_{i}^{c}+\log P^{c}\left( i,j \right)$ and $\log F\left( j,i \right)=\log C_{i}^{c}+\log C_{j}^{c}+ \log K_{j}^{c}+\log P^{c}\left( i,j \right)$. Note that the experiment bias is distinct. The fragment pairs considered are only the nearest and the next nearest neighbors $\left( i,j \right).$ The method succeeds in eliminating biases for the simulated data $F(i,j)$ of all other fragment pairs, see Supp. Fig. 1.

We have repeated the simulation for (uniform) non-random-walk fall-off exponent $\nu$. For the present work, the genomic separation between viewpoints are of the order of Mb, and we observed that assuming a uniform fall-off of $\nu= -1$suffices in bias correction. The case of locally varying scaling is beyond the scope of this paper and is discussed elsewhere (Mukhopadhyay *et al*., in preparation).

## **Random sampling overlaps for DIR and structural proteins binding sites**

To assess whether the CTCF, Smc1, Med1, and Med12 overlap ratios were significant for the *df* and $+_{D}^{Bl6}$ DIRs, we computed the probability of exceeding the number of protein binding sites in these regions against randomly chosen sequences of the same size as the analyzed DIRs. The intersections between all MEF-derived structural protein binding datasets[^33^](#_ENREF_33) and the DIRs was performed with custom-made perl scripts. The results from the intersections were subsequently used to establish the observed values against which random sampling was be compared. 1,000 random sampling repeats were computed using the BEDTools suite[^61^](#_ENREF_61) Shuffle program. New locations for each of the original DIRs were selected while preserving their size in chromosome 4. A p-value was derived by counting the number of times that the number of shuffled intersections exceeds the observed intersections. If 0, then p-val is less than 0.001.

# **Supplemental Figures**

## **Figure S1**

**(A)**

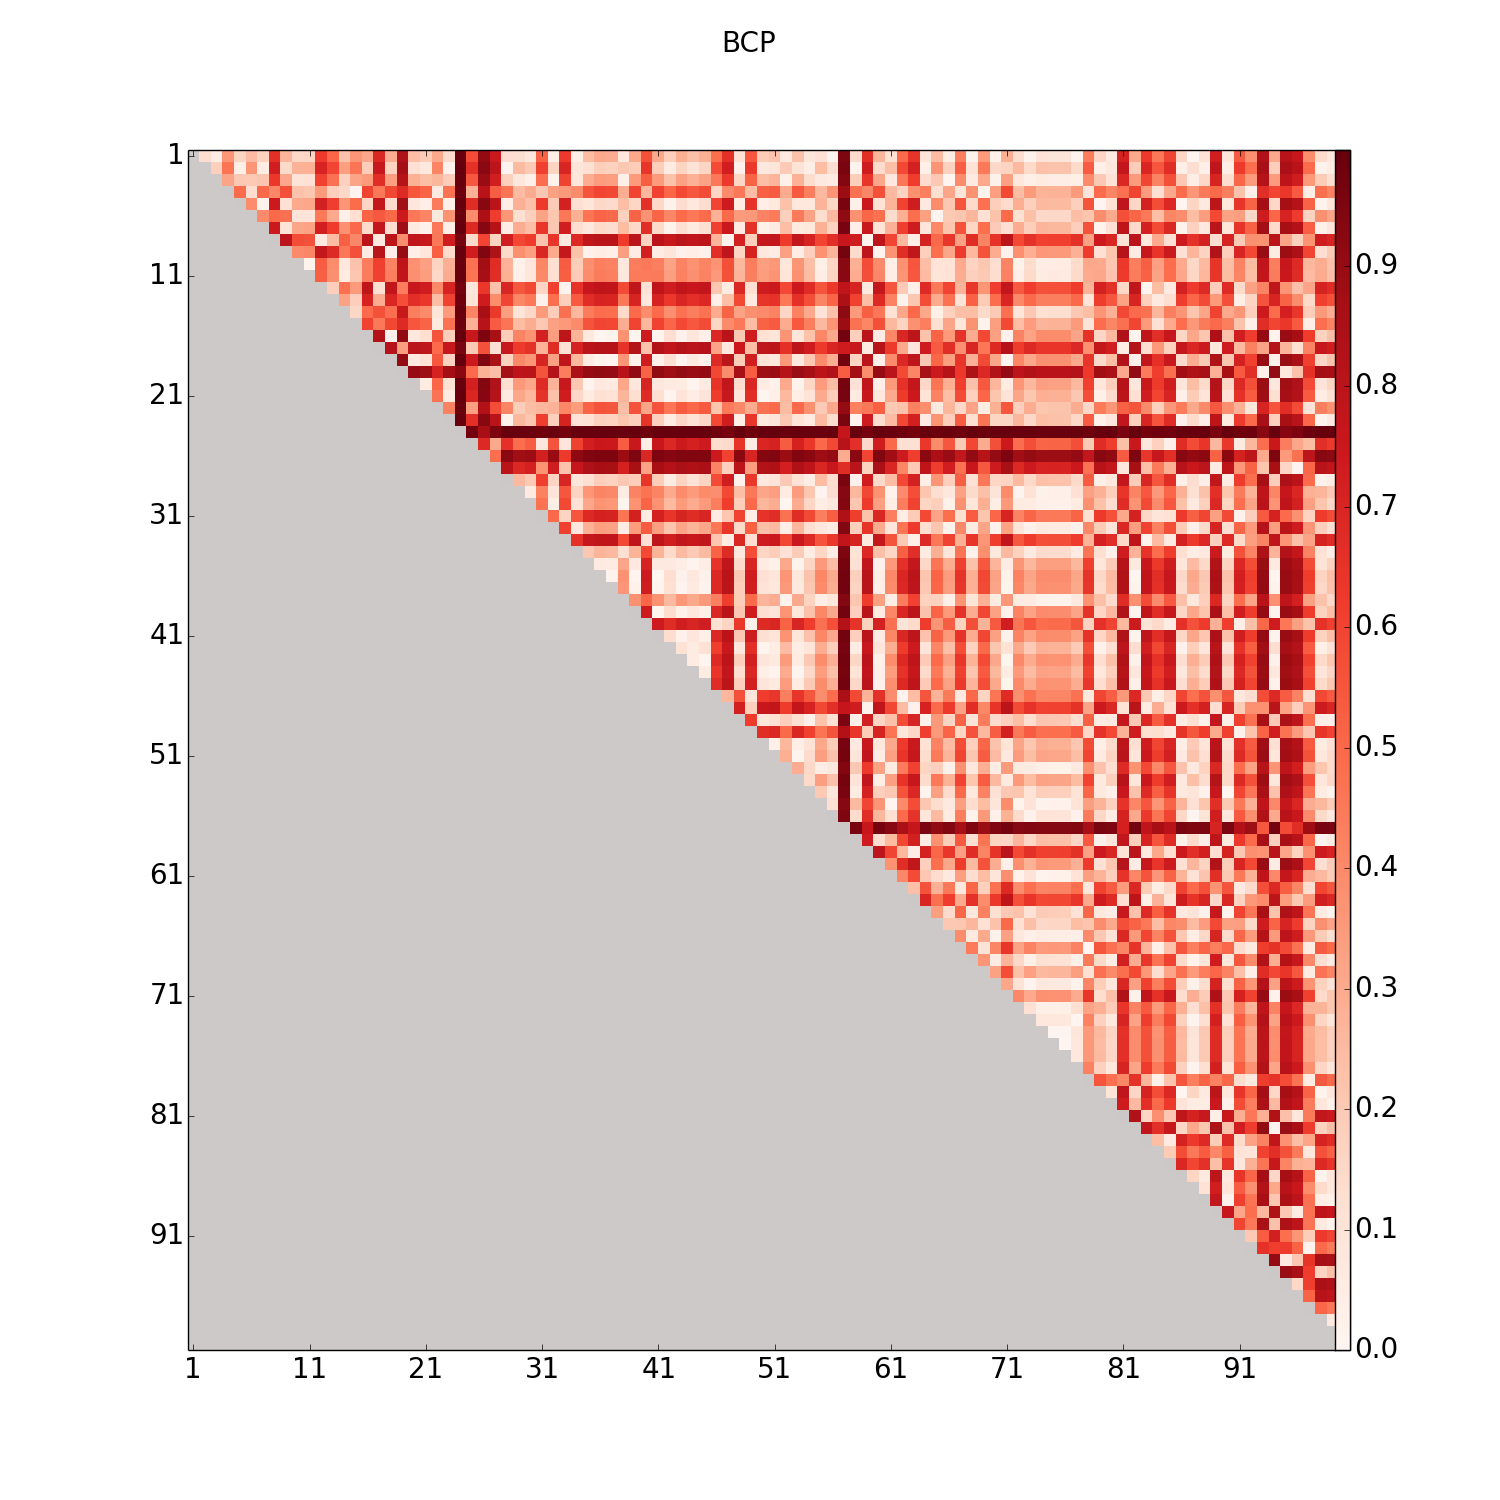

**(B)**

**
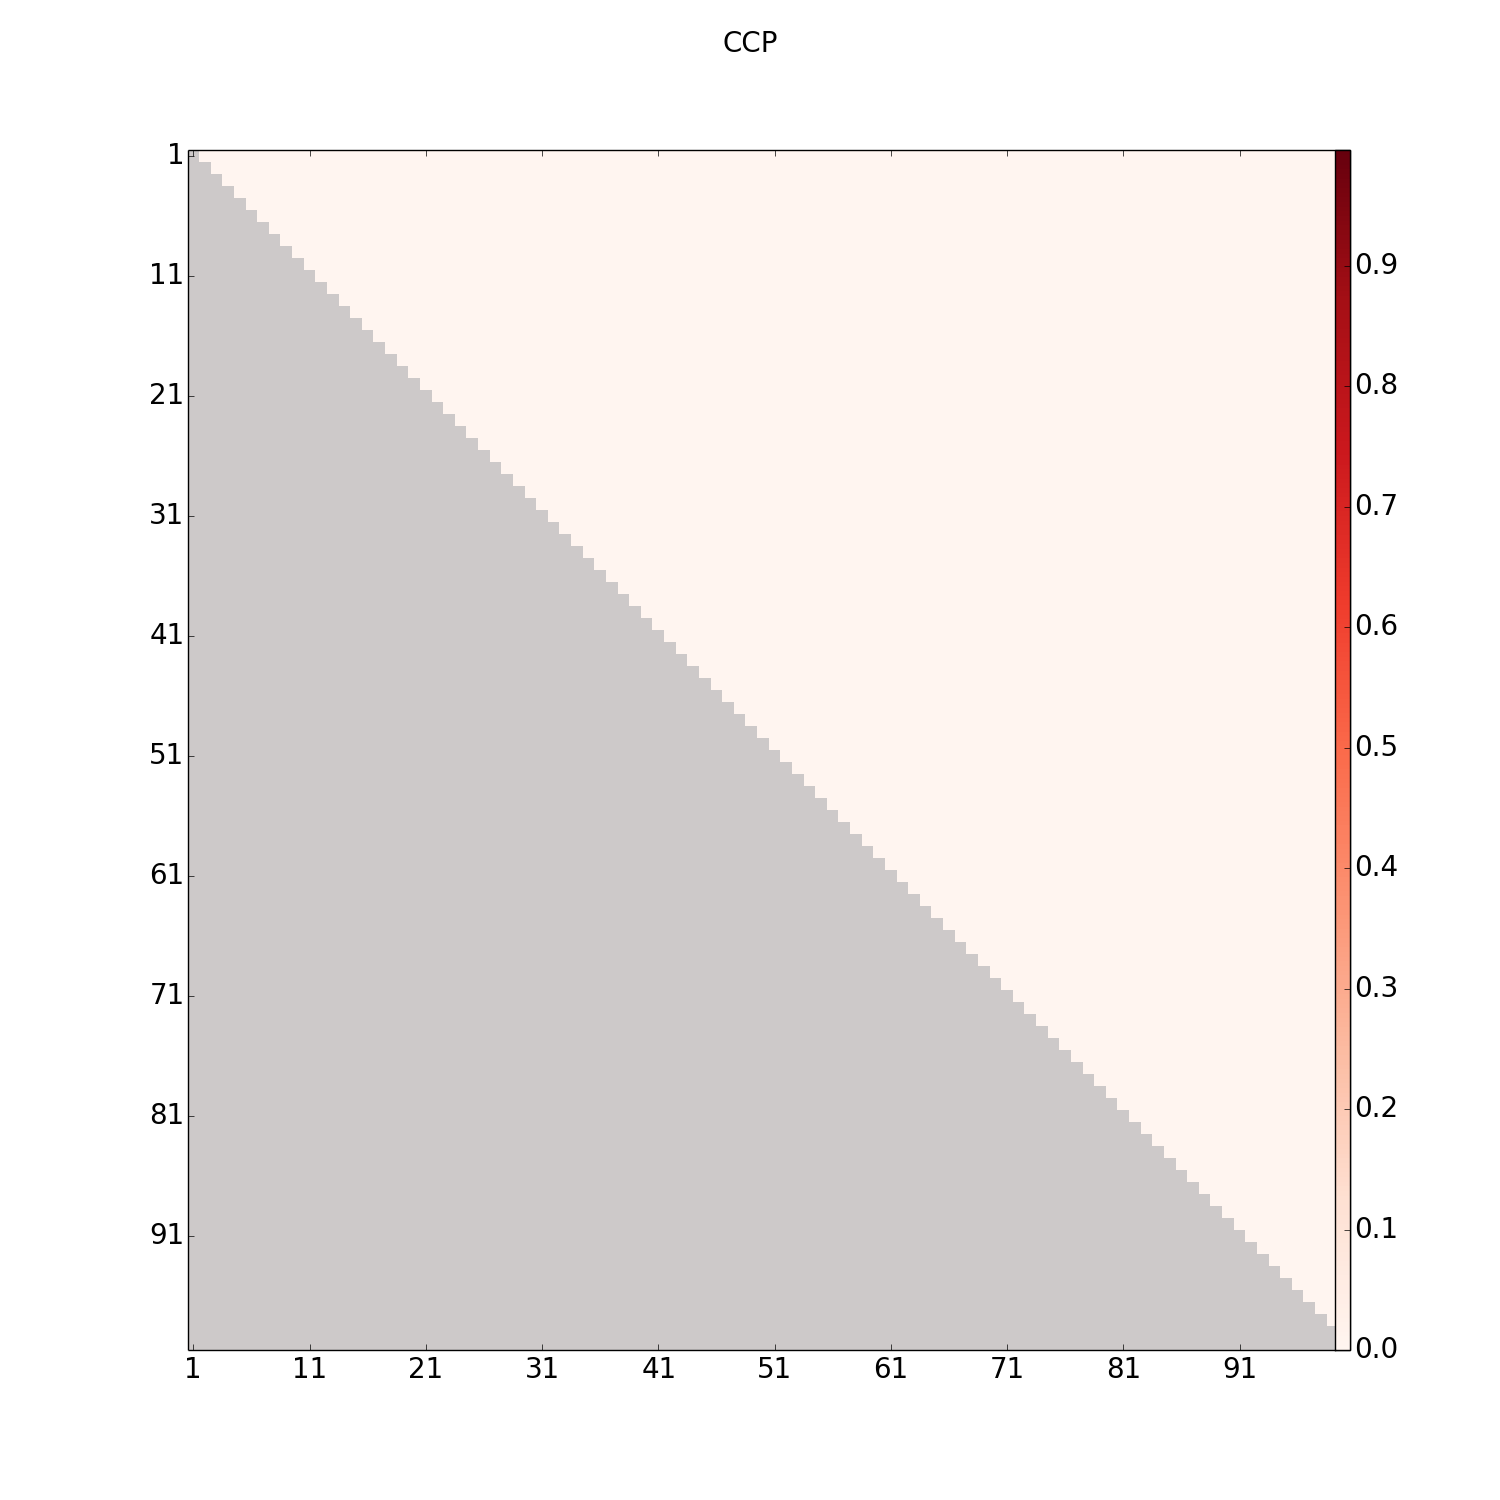
**

**Figure S1.** Result of bias-correction for a simulation of biases in multi-viewpoint 4C experiment (with 100 viewpoints). Viewpoints index is on the $x$and $y$axis. The heatmap in (A) is for the relative asymmetry matrix $\frac{\left| F_{ij}-F_{ji} \right|}{F_{ij}+F_{ji}}$ in BCP $F_{ij}$ where only the upper triangle is shown because the matrix is symmetric. The heatmap in (B) on the same scale is for the relative asymmetry $\frac{\left| P_{ij}-P_{ji} \right|}{P_{ij}+P_{ji}}$for $P_{ij}$ obtained after bias-correction. Notice the reduction in both row and column-wise biases and in the net asymmetry between viewpoints. Heatmaps are displayed in a log_10_ scale

## **Figure S2**

**
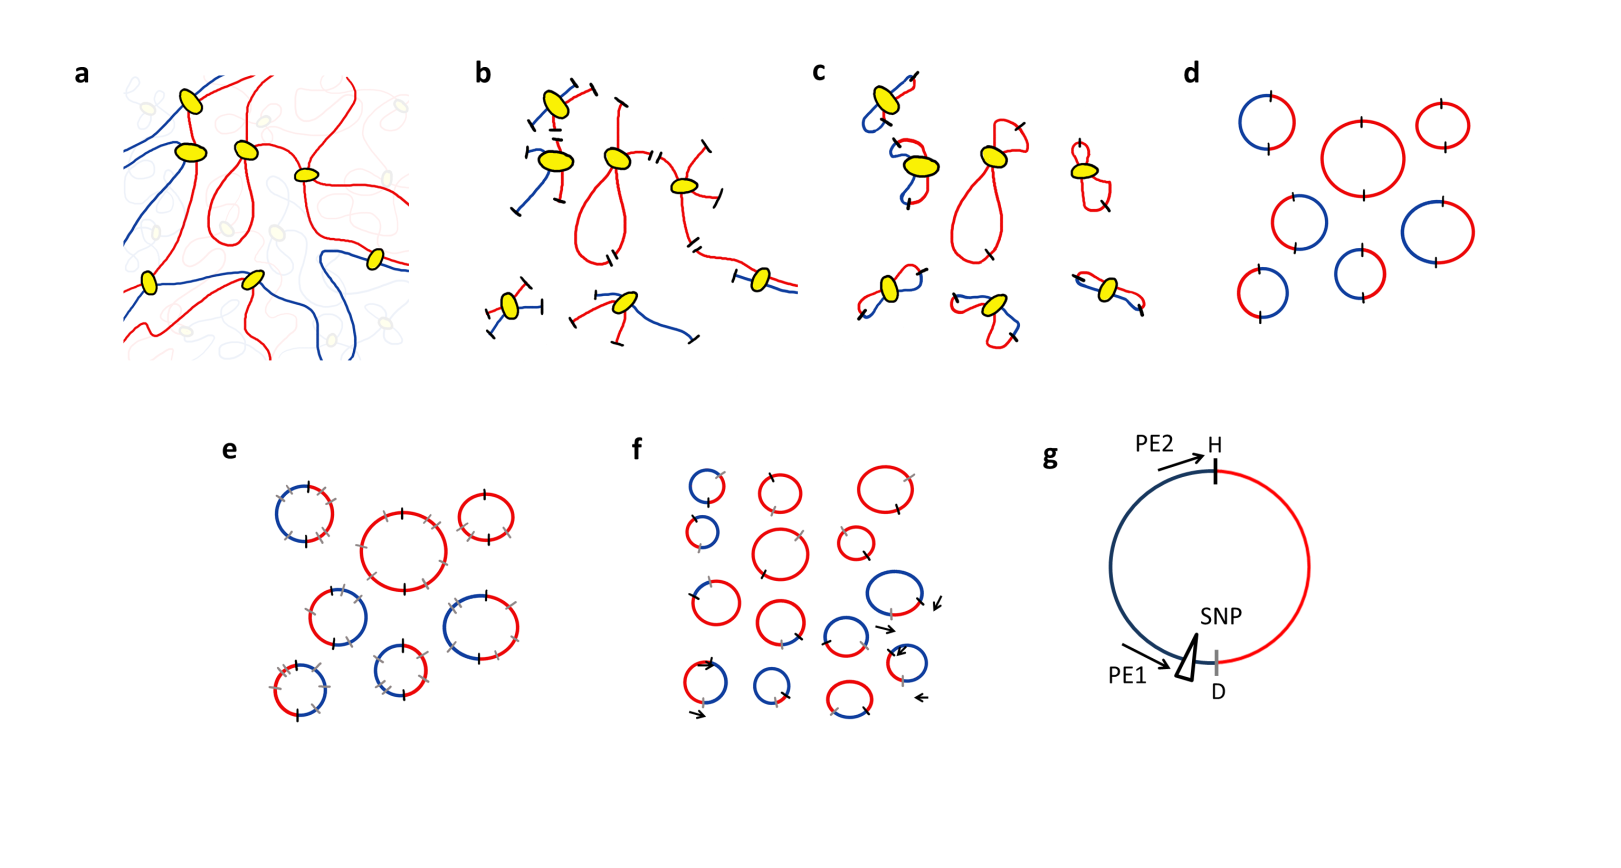
**

**Figure S2. Overview of PE-4Cseq methodology.** **a)** Chromatin is cross-linked inside nuclei with formaldehyde. Regions that were near to each other in the 3D space either by protein bridges (yellow dots), or by mere co-localization, will be fixed and captured. Most procedures use an average of ten million cells per experiments. **b)** Primary restriction enzyme digestion of crosslinked chromatin. This step is typically performed using a 6bp restriction cutter, such as *Hind*III (restriction sites marked in black lines). **c)** Ligation of digested fragments. This step is performed at very dilute concentrations to favor intra-molecular ligation of fragments. **d)** De-crosslinking and purification of 3C library. The final product of the 3C procedure is a library that represents all sequences that were in physical proximity in the original cell population. **e)** The 3C template is subjected to a second round of restriction digestion, typically with a 4bp cutter like *Dpn*II (shown in grey lines). **f)** Dilute ligation of cut DNA results in the generation of a 4C library, where template DNA circles are smaller compared to the 3C template. Interacting partners (red portion of the circle) of a region of interest (blue portion of the circle) are amplified using specific primers (black arrows) and their identities determined by either sequencing or DNA hybridization in microarrays. **g)** PE-4Cseq strategy outline. PE-4Cseq makes use of paired-end sequencing, in which one read (PE1) amplifies a genotyping SNP (white triangle) between different alleles, which is subsequently used to separate the interacting partner amplified in PE2 reads.

## **Figure S3**

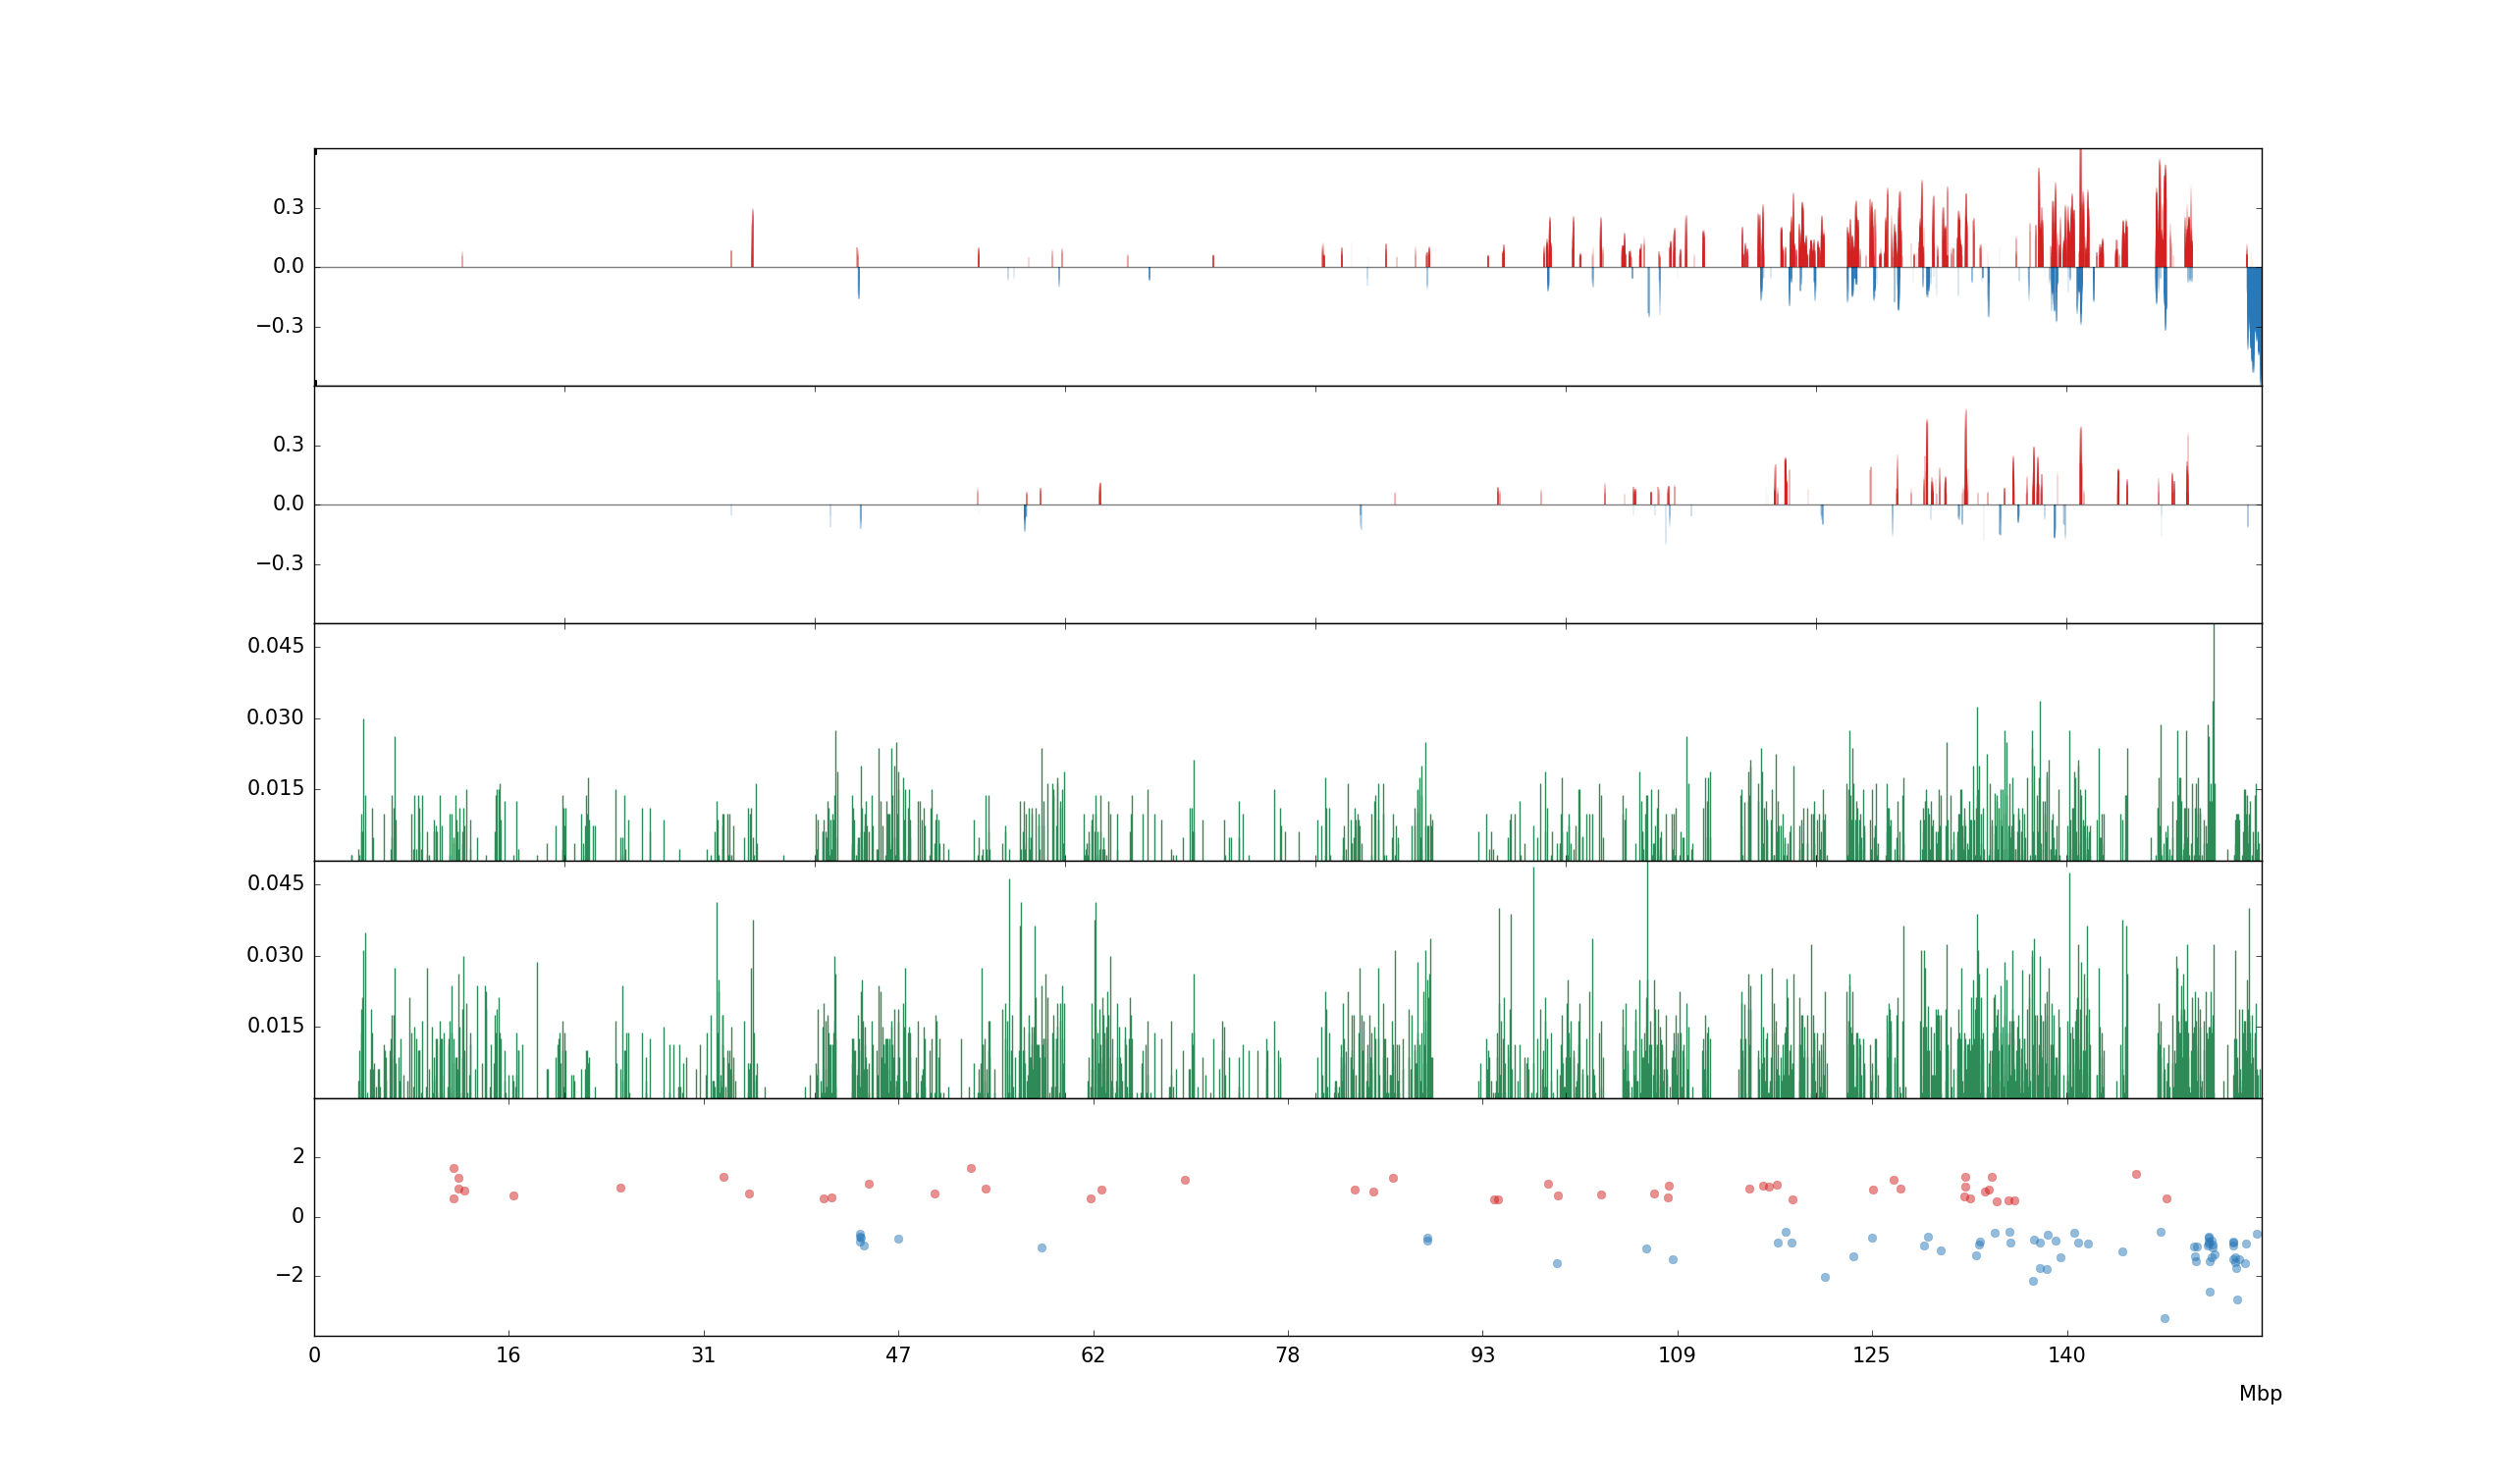

Figure S3.

## Positions of DIRs for all viewpoints 1, 2, 11 and 12 are compared against structural protein binding sites. First track is for *Df* and +*^129^* comparisons and second track is for $+_{D}^{Bl6}$ and +*^Bl6^* comparison. DIRs with increased/decreased contact probabilities compared to WT are plotted in red/blue. Shown in the third and fourth tracks (green bars) are the running average over 20Kb window for CTCF and Smc1 binding site footprint, respectively. The fifth track displays fold change for *Df/*$+_{D}^{Bl6}$ DE genes, color coded (red, over-expressed in *Df/*$+_{D}^{Bl6}$ MEFs; blue, over-expressed in +*^129^*/+*^Bl6^* MEFs).

## **Figure S4**

*
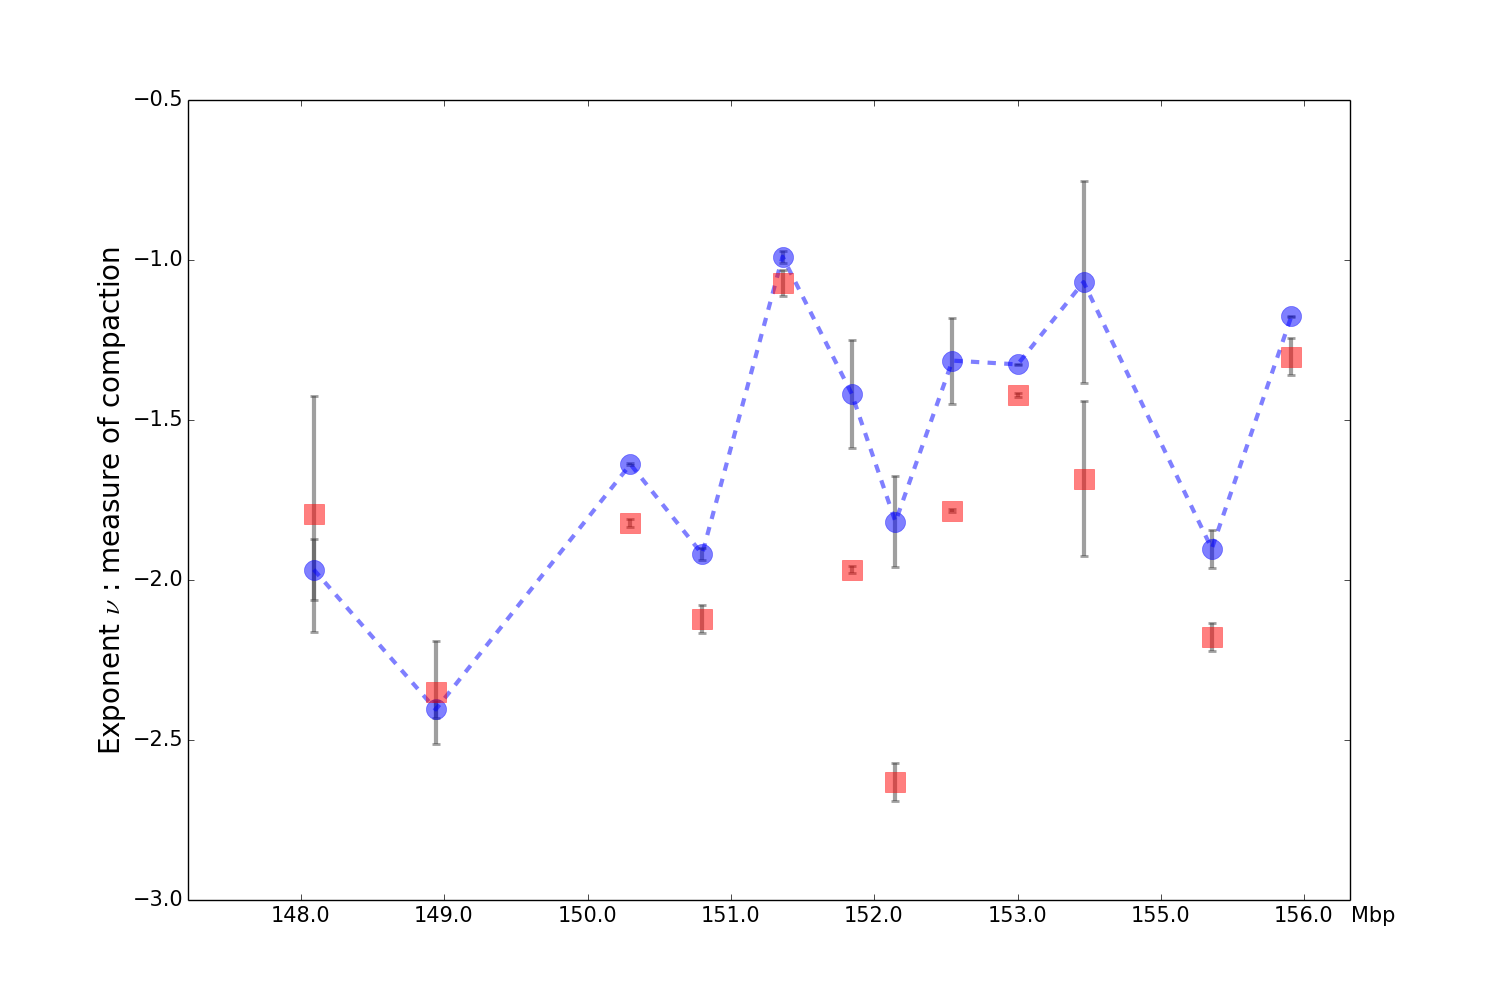
*

Figure S4. Calculated $\boldsymbol{\nu}$ per viewpoint for $\boldsymbol{+}_{\boldsymbol{D}}^{\boldsymbol{Bl}\boldsymbol{6}}$ vs +*^Bl6^*

$+_{D}^{Bl6}$ (red squares). +*^Bl6^* (blue circles). Error bars determined from the two available biological replicates. Notice there are no major differences between compaction values for both chromosomes, except for viewpoints 152.1 (viewpoint 6), 152.4 (viewpoint 7), and 152.9 (viewpoint 6), and 154.9 (viewpoint 11).

## **Figure S5**

**(A)** BACset1

*Df*

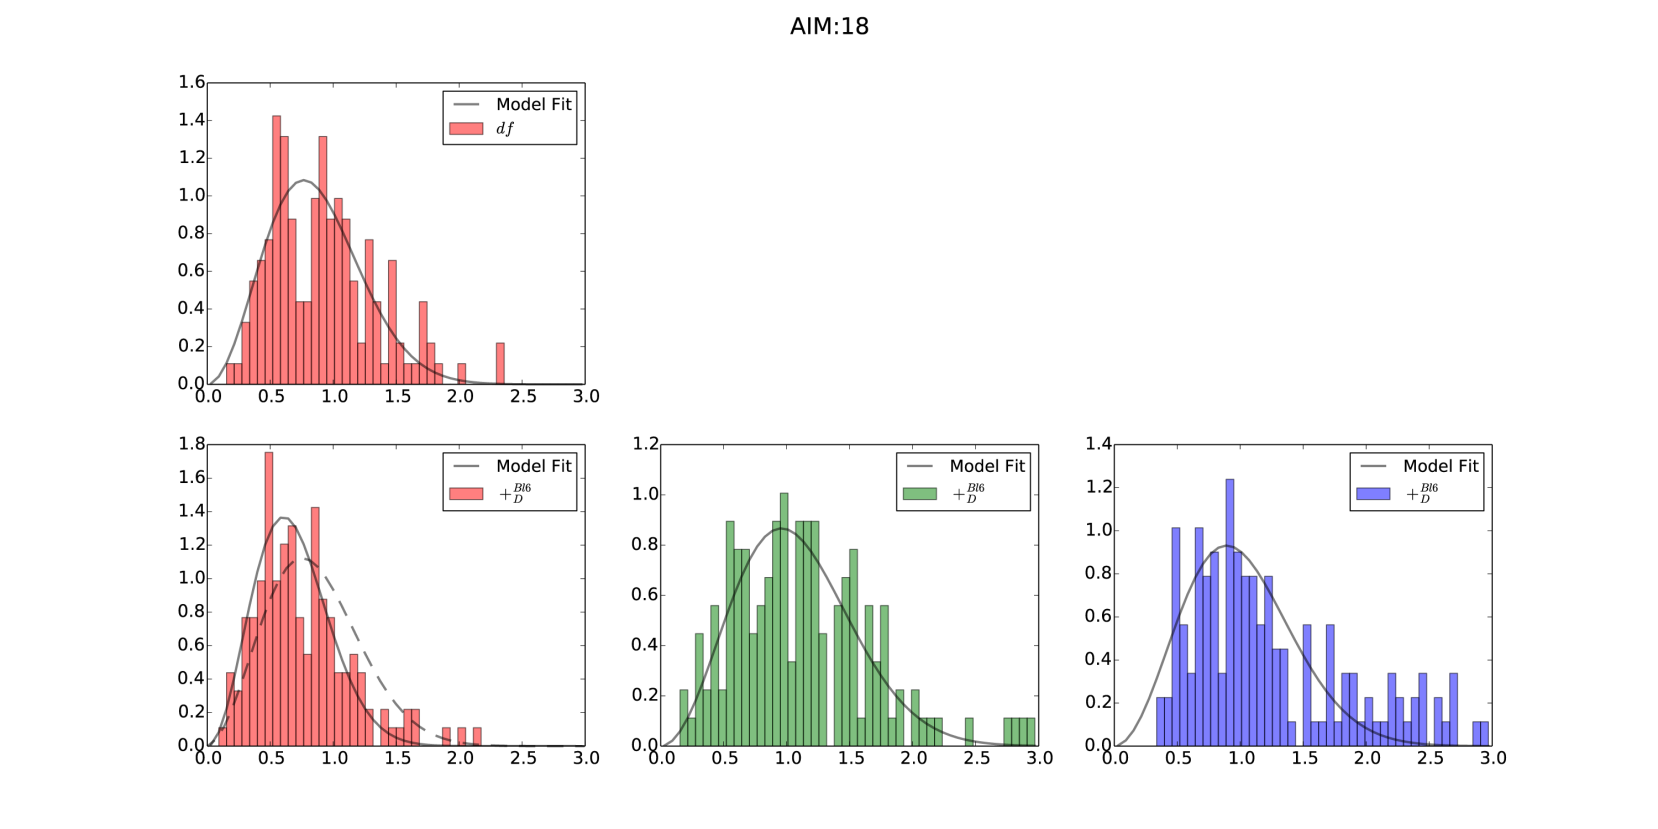

Combined WT

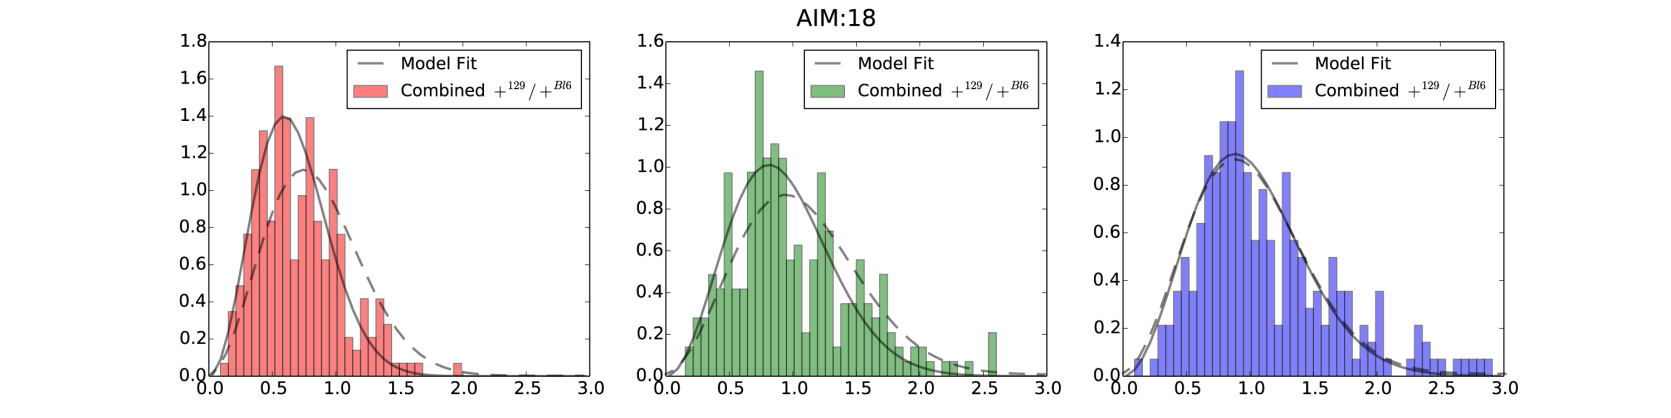

**(B)** BACset2

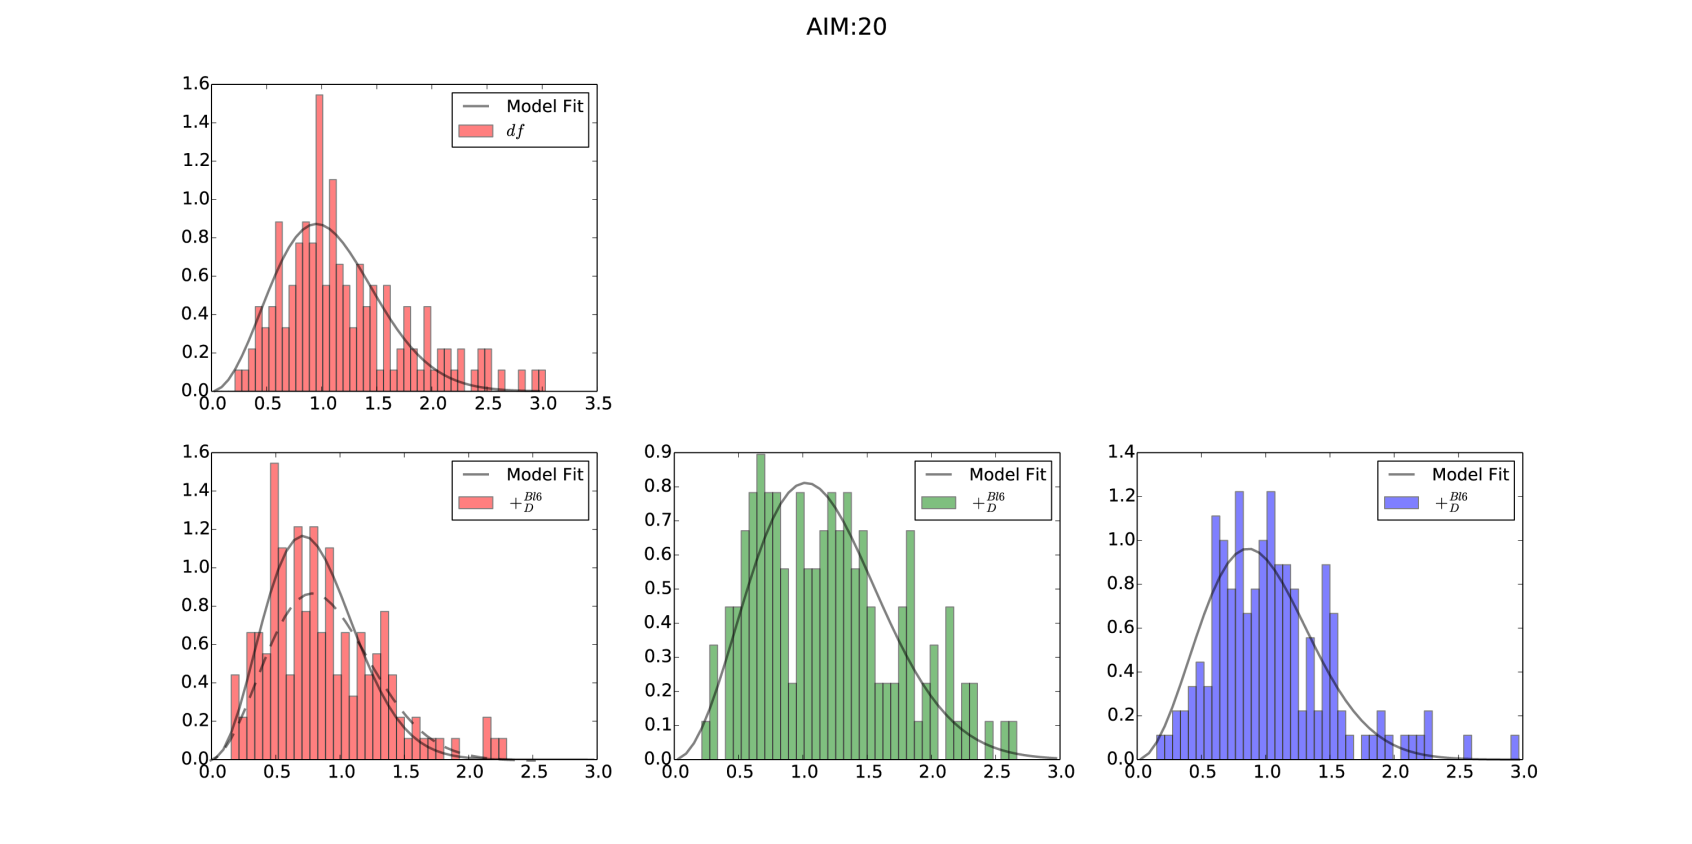
*Df*

Combined WT

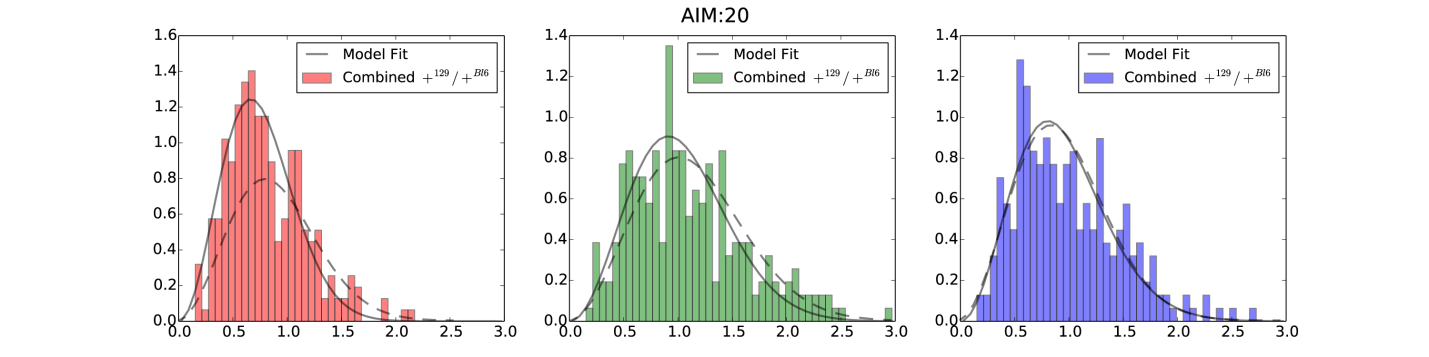

**(C)** BACset3

*Df*

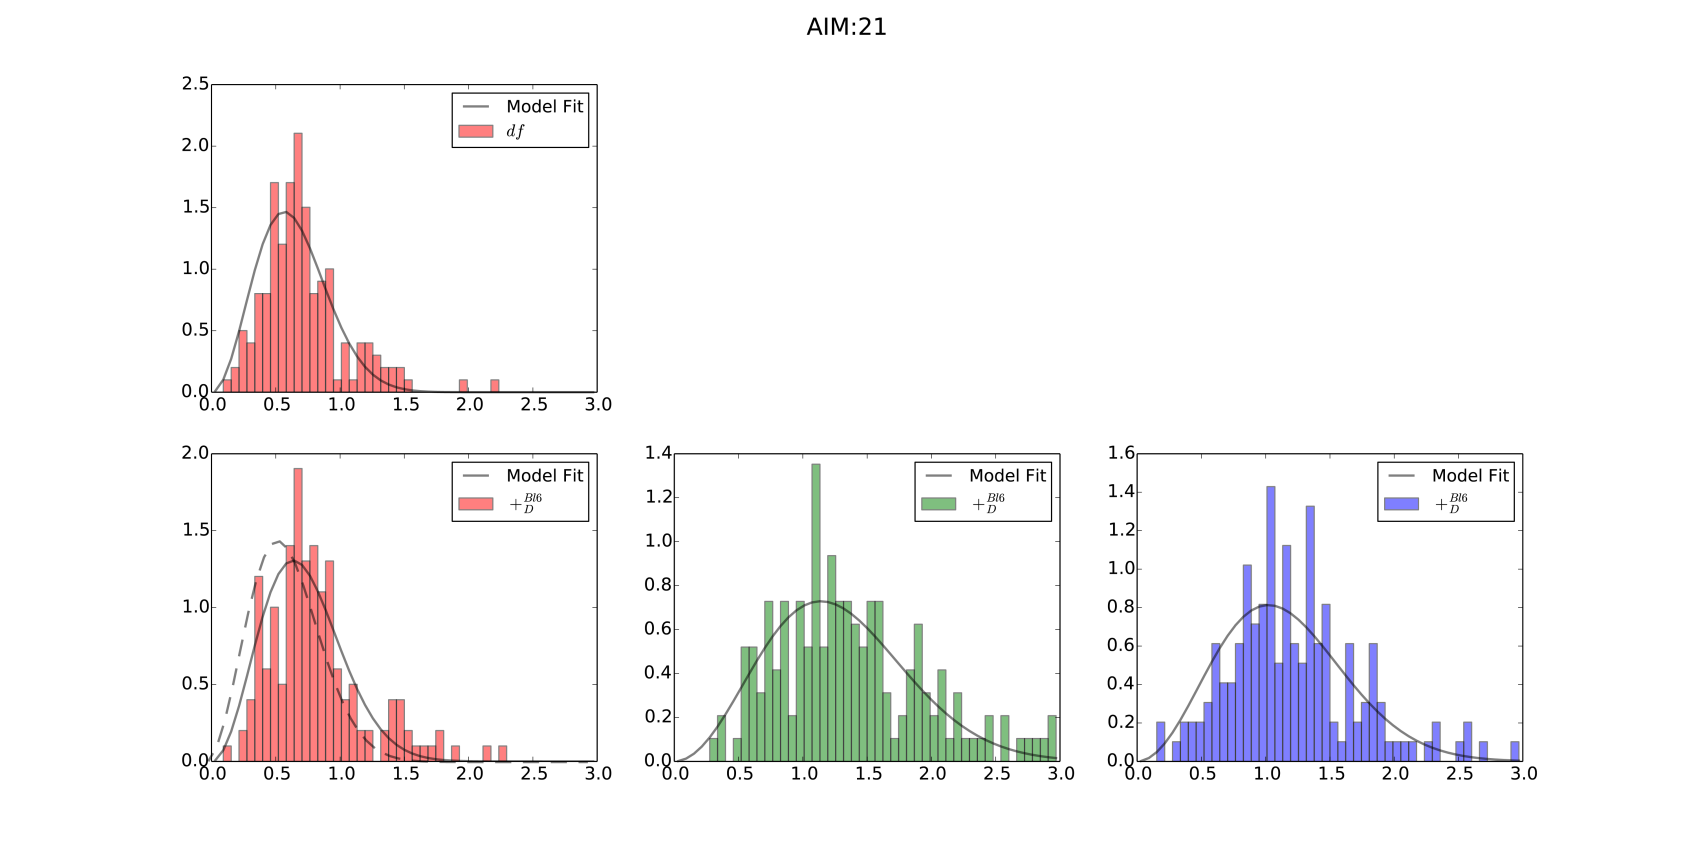

Combined WT

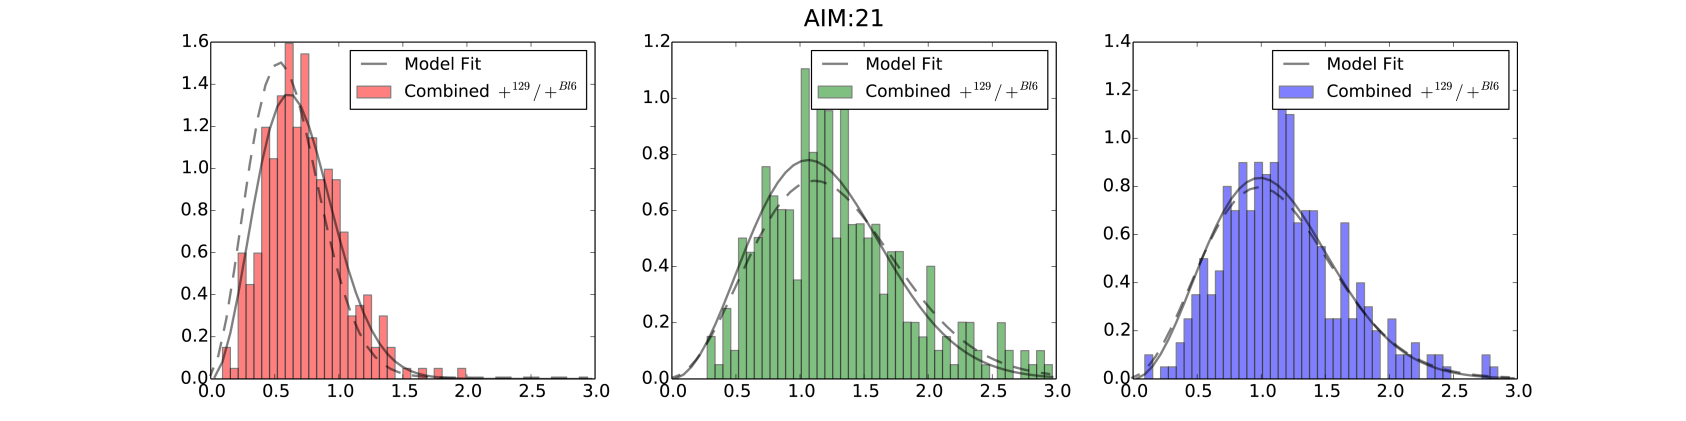

**(D)** BACset4

*Df*

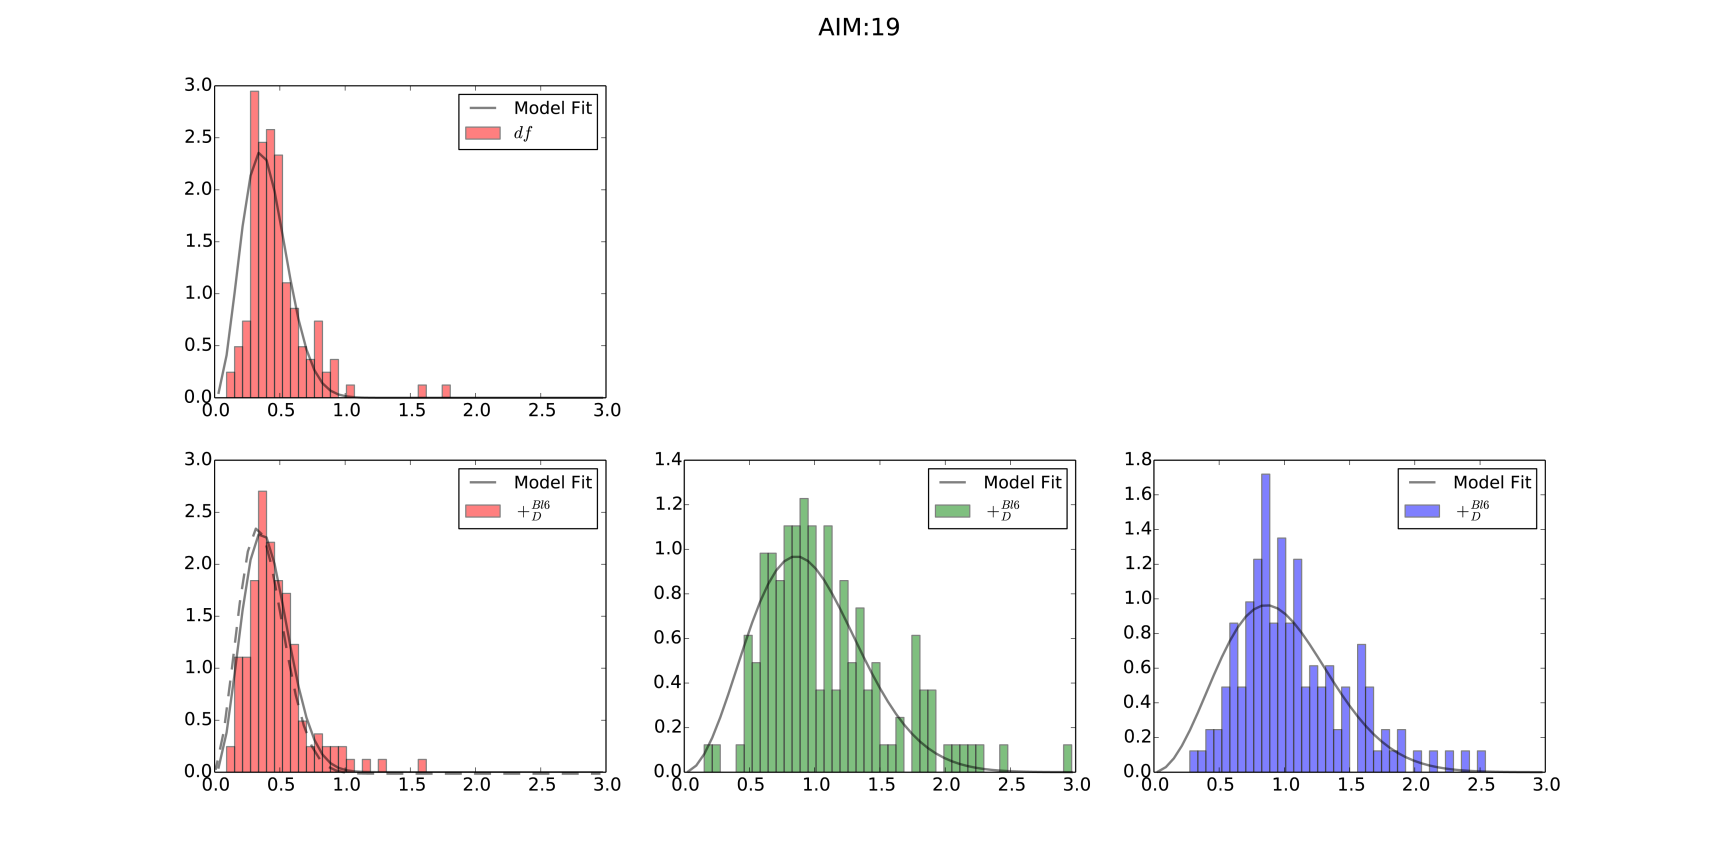

Combined WT

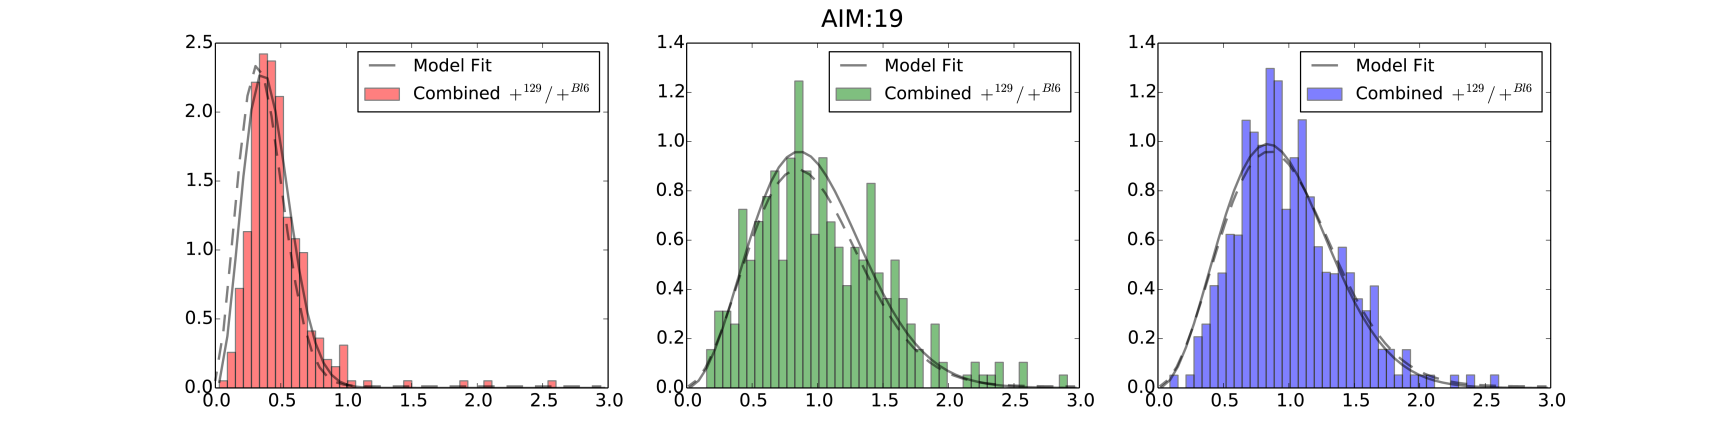

**Figure S5.** Distance distributions between query probes for (A) BACset1, (B) BACset2, (C) BACset3, (D) BACset4, FISH experiments. For each experiment, the two subfigures show the $Df/+_{D}^{Bl6}$ and $+^{129}/+^{Bl6}$ results. The $Df/+_{D}^{Bl6}$ sets: upper panel shows the distance distribution (upper panel solo) and fit for two of the query probes (1 and 2) in $Df.$Lower panel shows the distance distribution for all probe pairs in $+_{D}^{Bl6};$query probe 1 and query probe 2 (lower red), query probe 1 and deletion probe (green) and query probe 2 and deletion probe (blue). For the $+^{129}/+^{Bl6}$ set: we cannot distinguish between the two homologous chromosomes, so the average over them is shown; query probe 1 and query probe 2 (lower red), query probe 1 and deletion probe (green) and query probe 2 and deletion probe (blue). The differential analysis for $Df$is done using the fit to $Df$and the fit to the combined WT ($+^{129}/+^{Bl6}$). In the red histograms, the dashed line corresponds to the $Df$ model fit; green and blue histograms have a dashed model fit for $+_{D}^{Bl6}$probe distances.

# **Supplementary Tables**

Table S1. (a) Positions and (b) C57Bl6/J-129S5/SvEvBrd SNP information for analyzed PE-4Cseq viewpoints on chromosome 4. Primers used for Sanger sequencing are shown.

Table S2. Summary of median magnitude of change, direction, and number of *df* DIRs for viewpoints 1, 2, 11, and 12. Notice how viewpoint 1 displays an increase in contact probabilities with surrounding sequences (64% of total detected regions), while viewpoints 2 and 11 show mostly a decrease in interactions (60% for viewpoint 2, and 95% for viewpoint 11). Viewpoint 12 has both increase and decrease in interactions in approximately the same magnitude (~50%).

Table S3. Summary of median magnitude of change, direction, and number of $\boldsymbol{+}_{\boldsymbol{D}}^{\boldsymbol{Bl}\boldsymbol{6}}$ DIRs for viewpoints 1-12. Notice how only viewpoint 5 displays an increase in contact probabilities (63% of total regions). Viewpoints 3, 4, and 9 show a ~50% split between regions with an increase and decrease in contact probabilities, while the rest of the viewpoints show a variable range in the decrease in interactions (60-79% of total regions per viewpoint).

**Table S4. Unique (a) *df* and (b) *Df/***$\boldsymbol{+}_{\boldsymbol{D}}^{\boldsymbol{Bl}\boldsymbol{6}}$ **regions.** All chromosome 4 positions are shown.

Table S5. (a) Summary of *df* DIRs overlap with CTCF, Mediator, and cohesin binding sites. Column 1, *Region*, refers to the viewpoint assessed. Column 2, *diffsites*, refers to *df* DIRs. Column 4, *no. sites* and feature name corresponds to the number of DIRs that contain the specified genomic feature. Column 6, *bp sites* feature, presents the sum of DIRs bp which contain the specified feature. Column 8, *no.* features, indicates the number of features included inside DIRs. Percentages in columns 5, 7, and 9 are calculated based on the total number of regions or features in the preceding column. (b) Summary of *df* DIRs overlap with CTCF, Mediator, and cohesin binding sites. Column 1, *Region*, refers to the viewpoint assessed. Column 2, *diffsites*, refers to *df* DIRs. Column 4, *no. sites* and feature name corresponds to the number of DIRs that contain the specified genomic feature. Column 6, *bp sites* feature, presents the sum of DIRs bp which contain the specified feature. Column 8, *no.* features, indicates the number of features included inside the DIRs. Percentages in columns 5, 7, and 9 are calculated based on the total number of regions or features in the preceding column. (c) Summary of $\boldsymbol{+}_{\boldsymbol{D}}^{\boldsymbol{Bl}\boldsymbol{6}}$ DIRs overlap for viewpoints 1, 2, 11, and 12 with CTCF, Mediator, and Smc1 binding sites. Column identities are as described in (a). (d) Summary of Monte Carlo simulations for assessing statistical significance of protein binding overlaps for $\boldsymbol{+}_{\boldsymbol{D}}^{\boldsymbol{Bl}\boldsymbol{6}}$ DIRs for viewpoints 1, 2, 11, and 12. Column identities are as described in (b). Notice the significant p-values obtained for CTCF and Smc1 binding (p-val < 0.001, rounded down to zero in table).

Table S6. Sequencing LAD (sLAD) positions detected for the terminal part of chromosome 4. Data derived from 3T3 MEFs[^40^](#_ENREF_40). Marked in yellow is the extensive sequence stretch bordering the CNV devoid of sLADs. Marked in green are the sLAD regions inside the CNV.

Table S7. BACS used for selected PE-4Cseq and chromatin decompaction regions. a) Location of BACs used in 3D DNA FISH experiments for the validation of *df* PE-4Cseq DIRs and chromatin decompaction. b) Number of CTCF, Med1, Med12, and Smc1 protein binding sites[^33^](#_ENREF_33) overlapping each BAC used for 3D DNA FISH experiments. c) Proportions of CTCF, Med1, Med12, and Smc1[^33^](#_ENREF_33) protein binding sites overlapping each BAC used for 3D DNA FISH experiments normalized by BAC size.

Table S8. Combined DE genes of three +*^129^*/+*^Bl6^* and four *Df/*$\boldsymbol{+}_{\boldsymbol{D}}^{\boldsymbol{Bl}\boldsymbol{6}}$ MEF revealed by RNA-Seq.

Table S9. GO “condensed nuclear chromosome” table of DE genes in *df/+^Bl6^* MEFs

Table S10. 129S5/SvEvBrd allele-specific DE genes of three +*^129^*/+*^Bl6^* and four *Df/*$\boldsymbol{+}_{\boldsymbol{D}}^{\boldsymbol{Bl}\boldsymbol{6}}$ MEF revealed by RNA-Seq.

Table S11. C57Bl6/J allele-specific DE genes of three +*^129^*/+*^Bl6^* and four *Df/*$\boldsymbol{+}_{\boldsymbol{D}}^{\boldsymbol{Bl}\boldsymbol{6}}$ MEF revealed by RNA-Seq.

Table S12. Candidate genes associated with different Monosomy 1p36 phenotypes. Their corresponding mouse homologues are shown in column 3, together with their chromosomal positions (columns 5,6). Their overlaps with *df* DIRs are displayed in columns 7-9, as well as the direction of change of the contact probabilities (1= increase, -1=decrease. Both compared to +*^129^*). RNA-Seq derived expression in *Df/+^Bl6^* MEFs is shown in columns 11,12. Mouse gene coordinates are expressed in NCBI37/mm9 assembly, while human is GRCh38.

# **References**

1. Solovei, I. & Cremer, M. 3D-FISH on cultured cells combined with immunostaining. *Methods Mol Biol* **659**, 117-26 (2010).

2. Splinter, E. *et al.* The inactive X chromosome adopts a unique three-dimensional conformation that is dependent on Xist RNA. *Genes Dev* **25**, 1371-83 (2011).

3. Kagey, M.H. *et al.* Mediator and cohesin connect gene expression and chromatin architecture. *Nature* **467**, 430-5 (2010).

4. Quinlan, A.R. & Hall, I.M. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841-2 (2010).

5. Wu, F. & Yao, J. Spatial compartmentalization at the nuclear periphery characterized by genome-wide mapping. *BMC Genomics* **14**, 591 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

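RNA from 7 primary MEF lines, 4 Df/+Bl6 and 3 +129/+Bl6, was sequenced as stranded paired-end polyA+ libraries. The lines were taken at passage 4 from embryos at embryonic day 13.5, and genotype and line number are given alike by the sample labels and by the methods of the paper. No litter or batch is given for the lines.

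The authors aligned the reads with GSNAP, without mismatches, to the C57BL/6J transcriptome and to a 129S5/SvEvBrd transcriptome made from it with known variants, using the longest transcript of each gene. They kept reads with one best location and counted a pair when both mates fell on the same gene. Genes with few reads on each allele across the genotypes were left out. Reads without a strain difference cannot tell the alleles apart, so the allelic comparisons rest on fewer reads than the combined one, and the paper states that more reads mapped to the C57BL/6J transcriptome.

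The deposited signal values used here are mean normalized counts per gene, which the authors obtained with DESeq's size factors and averaged over the lines of each genotype. From these means the authors computed a fold change and a log2 fold change of +129/+Bl6 over Df/+Bl6, and all signs were turned here so that they give Df/+Bl6 over +129/+Bl6. The authors took the p-value of each gene from DESeq, adjusted it by the Benjamini-Hochberg method, and deposited the genes past an FDR of 0.05. There are 3 such tables, for counts summed over both alleles, for the 129S5 allele and for the C57BL/6J allele. Each was normalized separately, so levels were not compared between them.

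A further deposited file holds normalized counts in 9 columns of values without names, more than the 7 lines. These columns could not be assigned to lines and were not used. Its column of gene identifiers was used as the list of genes tested in the combined comparison. The number of genes in it, 15531, is also the number that the adjusted p-values of the combined table correspond to. For the alleles, 5271 and 5727 tested genes follow from the adjusted p-values, but which genes these are is not listed.

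Because no value per line was used, the depth of each line is unknown and no replicate SD, standard error, exact test between lines or new model fit was computed. The tests between lines planned before the data were examined were not run. After the columns were found to be unnamed, the authors' calls took their place, and hypergeometric tests on these calls took the place of the planned tests of gene lists, camera and fry. The rule for named genes, also set before the data were examined, took every gene the paper names for RNA-seq, the genes of Tables S9 and S12, Smc1a, Med1, Med12, Xist and 4 Y-linked genes, the 3 interval genes with the highest mean, and the 3 largest rises and falls outside the interval with a mean of at least 100. Its last condition, that the values of the lines do not overlap between genotypes, could not be applied. Any other gene named, such as the members of the chromosome 15 window and the genes at the ends of the interval or of a range, was chosen after its values were seen.

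Positions, strands and symbols come from the GENCODE annotation of NCBI37/mm9. It places 14963 of the 15531 tested genes, and 1320 of the 1346 genes called in the combined comparison. The deletion was bracketed by Rere and Ski. The chromosome 4 share was tested with a two-sided Fisher's exact test, and windows of 5 Mb with at least 10 tested genes with one-sided tests and Benjamini-Hochberg adjustment. DIR segments were read from Table S4 and placed at random 1000 times with fixed seeds. Correlations of the allelic fold changes have permutation p-values from 100000 resamples. Lists of marker genes, written before the data were examined, were compared with the calls after the genes of Table S9, Ctcf, Ece1 and the interval genes were removed. They cover S phase, G2/M phase, p53 targets, skeletal muscle, macrophage, endothelial, epithelial, Schwann or neural crest, hepatocyte and chondrocyte genes. One gene was taken out of these lists after the tests had first been run, and it is not reported here.

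The window test was checked on simulated calls over the 14963 placed genes. All 20 windows in which 50% of the genes were simulated as DE were found among 433, with 0 others. The excess was placed only in larger windows, none as small as that of chromosome 15 with its 22 tested genes. How often an excess in such smaller windows would be found was not checked. A further 20 simulations without an excess gave 1 window past the threshold in all. Smaller shares, such as the 19.0% from 135 to 140 Mb of chromosome 4, were not simulated, so how often they would be found is unknown. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and bedtools 2.31.1 were used. The PE-4Cseq data of the paper and its complete lists of DIRs were not analysed here.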

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

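The tests on these alleles were chosen after their values were seen. In the authors' deposited table for the 129S5 allele, 5 genes outside the deletion fell at least as much as the least affected allele inside it, whose log2 fold change was -4.66. The paper does not discuss them. They lie on 5 chromosomes and were chosen after their values were seen. Rps6ka4 on chromosome 19 fell from a mean normalized count of 137.7 in +129/+Bl6 to 0.690 in Df/+Bl6 (log2 fold change -7.64, DESeq adjusted p = 8.61e-30) in the authors' deposited table. Rnf146 on chromosome 10 fell from 184.8 to 3.78 (-5.61) and Rfx5 on chromosome 3 from 36.8 to 0.942 (-5.29) in the authors' deposited table. Wdr35 on chromosome 12 and 5730403B10Rik on chromosome 16 are listed there at 0 in Df/+Bl6, against 52.2 and 16.4 in +129/+Bl6.

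A loss of the transcripts of these alleles would lower the combined expression of the gene, as it did in the deletion. All 5 genes were tested in the combined comparison and 0 were called, against 19 of the 22 deletion interval genes of the same table (two-sided Fisher's exact test, p = 0.000694). The combined values of genes that were not called are not in the table, and Rnf207, Zbtb48 and Kcnab2, interval genes with +129/+Bl6 means of 20.1, 51.4 and 372.2 for the 129S5 allele in the authors' deposited table, were not called either. A loss of the transcripts therefore stays open. None of the 5 is called for the C57BL/6J allele, where values of genes that were not called are not listed either. A candidate technical explanation is that the Df/+Bl6 lines carry another sequence than 129S5 at these genes, so that reads without mismatches fall on the C57BL/6J version alone. Then neighbouring alleles of the same haplotype might fall as well. The table holds 1 other 129S5 allele within 1 Mb of any of the 5, Anp32e near Rfx5, and it rose (log2 fold change 1.06 in the authors' deposited table). Since neighbours that were not called are not listed, and 4 of the genes have no called neighbour, a different parental sequence and a loss of the transcripts cannot be told apart here. No other explanation was tested.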

How the results depend on the processing

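Most alternatives set before the data were examined needed a value for each MEF line and were not run. These are the pseudocount, the filters on low values, limma with and without a trend, quantile normalization, edgeR and DESeq2 on recovered reads, leaving out each line, camera and fry, and other splits of the lines. No result can therefore be said to be stable against the choice of lines, and the overlap of a new list of calls with the authors' list was not computed. No paired analysis was possible because the groups share no line numbers and no values per line were used. The depth of the lines is unknown, so what it limits could not be examined.

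The other alternatives set then, which were run, are 10 Mb windows, the interval from Rere to Prdm16, the chromosome 4 share without the interval genes, and the allelic correlation by Pearson's coefficient, without the interval genes, and within the genes that rose and those that fell. The alternatives with an adjusted p under 0.01, with protein-coding genes alone, with other definitions of a gene touching a segment, with windows or segments without the interval genes, and with random placements kept out of the deletion interval were chosen after seeing the data. At an adjusted p under 0.01 the number of DE genes was 759 in place of 1346, since fewer genes pass a stricter limit, with 62.3% higher in Df/+Bl6 in place of 59.1%. Under the same limit Ctcf, with its log2 fold change of 0.50, is no longer called, and the windows past the threshold were 1 in place of 2. The number of windows was also 1 with 10 Mb windows, where the window on chromosome 4 was left, and 1 without the interval genes, where the window on chromosome 15 was left.

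The odds ratio of DE genes on chromosome 4 was 1.41 and fell to 1.10 without the interval genes, where p was 0.404. It was 1.70 at an adjusted p under 0.01 and 1.45 with protein-coding genes alone, both past the threshold of 0.05. The odds ratio of DE genes touching a segment of Table S4 was 0.62 and came to 0.87 (two-sided Fisher's exact p = 0.639) without the interval genes, since 0 of the 27 DE interval genes touch a segment. With the interval genes kept, the odds ratio stayed under 1 and past the threshold for genes that lie wholly in a segment (0.58). The same held for genes whose transcription start does (0.61) and at an adjusted p under 0.01 (0.50). These settings were not run without the interval genes, so they do not show a depletion apart from those genes. Against random placement anywhere on chromosome 4, the number of DE genes touching any segment was 1.47 times the median (permutation p = 0.06). With the placements kept out of the interval it was 1.87 times the median and none of the 1000 placements exceeded it, since the 27 DE interval genes can then not be touched. The shared segments (1.75 and 2.33 times) and those unique to +DBl6 (4 times in both) were past the threshold with either placement, and those unique to Df (0.60 and 0.75 times) with neither.

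The number of DE interval genes was 25 from Rere to Prdm16 and 26 at an adjusted p under 0.01, against 27. Ece1 and the 2 called candidate genes of Table S12 passed the stricter limit, and 20 of the 26 genes of Table S9 did. The allelic correlation of 0.946 had values from 0.647 (Spearman, within the 87 genes that fell, the interval genes among them) to 0.970 (Spearman, without the interval genes) under its 5 alternatives, with 0.721 by Pearson's coefficient over all shared genes, each with a permutation p of 1e-05, the smallest these permutations can give. Pearson's coefficient within the same 87 genes, a combination chosen after seeing the data, was 0.159 and not past the threshold (permutation p = 0.134). Of the tests of marker lists 3 passed the threshold with the deposited calls and 4 at an adjusted p under 0.01.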

Differences from the paper's values

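The paper gives a Fisher's exact test p of 0.017 for the number of DE genes on chromosome 4, while p was 0.00139 over the 14963 placed genes of the authors' list of tested genes. With the interval genes left out, p was 0.404, so this alternative, of those set before the data were examined the one that was run for this value, did not close the gap. For the DE genes in the shared segments of Table S4, the paper's Table S5 gives a p of 0.015 from random placement, and 0.04 was found here with bedtools shuffle. No alternative was set for it before the data were examined. With the placements kept out of the deletion interval, a setting chosen after seeing the values, p was 0.003, so the paper's value lies between those of both settings.

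The paper names 4D as the location with the strongest clustering of DE genes after 4E2 and 4E. In 5 Mb windows, which are not bands, the window after that of the deletion lay on chromosome 15 (adjusted p = 0.0117), and the highest ranked window upstream of the deletion, from 135 to 140 Mb of chromosome 4, ranked 6 with an adjusted p of 0.595 (one-sided Fisher's exact tests). With 10 Mb windows, an alternative set before the data were examined, the window of chromosome 4 from 130 to 140 Mb ranked 3, after those of the deletion and of chromosome 17 from 20 to 30 Mb, with an adjusted p of 0.225 (one-sided Fisher's exact test). The paper counts more genes that changed at both alleles than the 189 found in both allelic tables.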

Other observations

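The tests of random placement, of the C57BL/6J alleles in the deletion and of variation between lines were chosen after the results were seen, and the hypergeometric form of the tests of gene lists after the form of the tables was known.

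Genes of the cell cycle moved together with the condensed nuclear chromosome genes and Ctcf. After the genes of Table S9 and Ctcf were removed, 35 of 40 tested S phase genes were higher in Df/+Bl6 and 0 lower (hypergeometric test, adjusted p = 1.74e-39), with a median log2 fold change of 1.01 over those called in the authors' deposited table. For G2/M phase it was 39 of 44 and 0 lower (exact hypergeometric test, adjusted p = 3.31e-44), with a median of 1.09. Together this is 88.1% of 84 genes, against 5.13% of all tested genes. These tests treat the genes of a list as independent, which genes regulated together are not, so their p-values are too small. The lists share 0 genes with each other, and Table S9 held 2 of the S phase and 6 of the G2/M phase genes. Of the p53 targets 2 of 22 were called, Cdkn1a and Perp, both lower in Df/+Bl6 (exact hypergeometric test, adjusted p = 0.729). A larger share of cycling cells in the Df/+Bl6 cultures is a candidate explanation for the rise of the Table S9 genes, whose median of 1.00 is close to those of the lists, and it may contribute to the smaller rise of Ctcf. It does not separate an effect of the deletion on proliferation from another difference in growth at harvest. By the supplement, all plates were used at a set time after reaching confluency, so a difference in density would have arisen despite this protocol. The density of each line is not given, and no value per line was used to see whether a few lines carry the rise.

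Among lists for other cell types, the Schwann or neural crest list was lower in Df/+Bl6 for 4 of 6 tested genes (exact hypergeometric test, adjusted p = 0.000147), Sox10, Erbb3, Foxd3 and S100b, with a median log2 fold change of -1.54 in the authors' deposited table. Their mean normalized counts in +129/+Bl6 run from 117.6 to 614.7 in the authors' deposited table, under its median of 2955. With the stricter limit of 0.01 on the calls 2 of the 6 were lower (exact hypergeometric test, adjusted p = 0.0322). For chondrocytes it was 2 of 7, Col9a2 and Comp, lower in Df/+Bl6 with either limit (exact hypergeometric test, adjusted p = 0.117 and 0.0334). Of skeletal muscle (14 tested genes), macrophage (14), endothelial (9), epithelial (6) and hepatocyte (2) genes 0 were called in either direction, and how many had an unadjusted p under 0.05 is not in the table. The values are consistent with fewer neural crest-like cells in some Df/+Bl6 cultures, or more in some +129/+Bl6 cultures, which would account for a small part of the DE genes. Whether this comes from the dissection of single embryos or from the deletion could not be examined without values per line.

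Xist was tested and not called, and Ddx3y, Uty, Kdm5d and Eif2s3y are not in the list of tested genes. On the X chromosome 48 of 544 tested genes were DE (8.82%, odds ratio 1.00). The sex of the embryos was not resolved from this.

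The excess of DE genes on chromosome 4 went with the deletion itself. Without the interval genes the odds ratio was 1.10 and the two-sided Fisher's exact p 0.404, which leaves no detectable excess on the rest of the chromosome.

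The DE genes in the shared DIR segments exceeded random placement, but so did tested genes in general, with 171 observed against a median of 72 in the placements, and 71 with the placements kept out of the deletion interval. Against the other tested genes of chromosome 4 the odds ratio of DE genes in the shared segments was 0.63 (two-sided Fisher's exact test, p = 0.149). This is consistent with segments that lie where tested genes are dense as the reason for the excess over random placement. For the segments unique to +DBl6 the odds ratio was 1.50 (p = 0.358 from the same exact test), on 8 DE genes.

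The C57BL/6J alleles of 12 deletion interval genes were lower in Df/+Bl6, although that copy is intact. If the remaining allele itself had fallen beside the loss of an equal 129S5 allele, the combined expression would have fallen by about 1 more on the log2 scale than the C57BL/6J allele. The C57BL/6J log2 fold change minus the combined one was 0.0602 at the median (SD across genes 0.18), which argues against this as the sole cause. Reads of the 129S5 allele counted on the C57BL/6J allele in +129/+Bl6 lines, which the paper's remark on mapping bias makes a candidate explanation, would lower it in the same way, but with equal alleles by no more than 1. Of the 12 C57BL/6J alleles 4 fell by more than that in the authors' deposited table, Megf6 (-1.70), Tprgl (-1.67), Plekhg5 (-1.50) and Park7 (-1.19), with combined log2 fold changes of -1.73, -1.54, -1.48 and -1.33. These were chosen after their values were seen. Reads of equal alleles counted in this way do not alone give such falls, and whether the alleles are unequal or the lines vary by as much was not tested. For 10 of the 22 interval genes with a called 129S5 allele the C57BL/6J allele is not called, and their values are not in the table, so whether they fell less cannot be told apart from a lack of reads.

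A rising and a falling cluster alone would leave a far lower correlation of the allelic fold changes within each. Outside the deletion interval it was 0.877 (Spearman) within the 102 genes that rose and 0.908 within the 75 that fell, which argues against this. With the interval genes among those that fell it was 0.647. Variation between lines that both alleles share could also give correlated fold changes without an effect of genotype. The simulations hold unchanged genes and no deletion, so they are set against the correlation outside the interval, which was 0.970 over 177 genes. They take the 257 and 326 genes with the largest fold changes, whether or not a test would call them. The numbers shared in them are therefore not numbers of genes called at both alleles. In 100 simulations of 5271 genes with an SD between lines of 0.3 on the log2 scale, the median correlation was 0.899 with a median of 190 genes shared by both lists, while an SD of 0.1 gave 0.681 and 73 genes and an SD of 0.5 gave 0.937 and 224 genes. The highest correlations were 0.855, 0.927 and 0.952 with an SD of 0.1, 0.3 and 0.5, all under the observed one. With an SD of 1 the median was 0.968 and the highest 0.981, but both lists shared a median of 245.5 genes, more than observed. An effect of the deletion and chance differences between the lines cannot be told apart by this correlation, because the spread between the lines is not in the tables used and the SDs are assumed, alike for every gene.

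In both allelic tables the agouti gene (ENSMUSG00000027596, chromosome 2), chosen after its values were seen, was higher in Df/+Bl6. The mean normalized count of its C57BL/6J allele was 162.2 in Df/+Bl6 and 0.621 in +129/+Bl6 in the authors' deposited table, and that of its 129S5 allele 38.0 and 0.309. It is not in the list of genes tested in the combined comparison. The annotation gives it a length of 259.6 kb with 3 other genes overlapping it. No explanation was tested.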
